# NXN suppresses metastasis of hepatocellular carcinoma by promoting degradation of Snail through binding to DUB3

**DOI:** 10.1038/s41419-022-05135-7

**Published:** 2022-08-04

**Authors:** Yuanping Zhang, Dinglan Zuo, Jiliang Qiu, Kai Li, Yi Niu, Yichuan Yuan, Yuxiong Qiu, Liang Qiao, Wei He, Chenwei Wang, Yunfei Yuan, Binkui Li

**Keywords:** Tumour-suppressor proteins, Metastasis

## Abstract

The poor prognosis of hepatocellular carcinoma (HCC) could be attributed to its high metastasis rate. Here, we report the role of nucleoredoxin (NXN), a multifunctional redox-active protein, in HCC metastasis. The expression of NXN in HCC tissues was measured by immunohistochemistry. The role of NXN on HCC proliferation was determined by CCK-8, EdU and colony formation assays in vitro and subcutaneous tumor formation model in vivo. Transwell and wound healing assays and tail vein injection model were performed to assess the function of NXN on HCC metastasis. Co-immunoprecipitation assay was performed to examine the interaction among NXN, Snail and DUB3. Our results showed that NXN was downregulated in HCC tissues compared to adjacent liver tissues. Patients with low NXN expression had shorter overall survival (OS) time (*P* < 0.001) than those with high NXN expression. Biologically, ectopic expression of NXN significantly inhibited the proliferation and metastasis of HCC cells both in vitro and in vivo by suppressing epithelial-mesenchymal transition (EMT). Mechanistically, NXN promoted the ubiquitin-proteasome-mediated degradation of Snail through interaction with DUB3. Further, depletion of Snail abolished NXN-inhibited cell proliferation and metastasis. In summary, NXN suppressed the proliferation and metastasis of HCC by inhibiting DUB3-mediated deubiquitylation of Snail protein. Our study demonstrates that NXN, DUB3 and Snail complex functioned as an important regulatory mechanism of HCC progression and indicates a potential therapeutic approach for the treatment of HCC metastasis.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most common malignancies worldwide [1, 2], and the high incidence of its recurrence or metastasis contributes to the poor prognosis of HCC patients [3, 4]. Therefore, explorations of the underlying molecular mechanisms of HCC metastasis are urgently needed to develop novel therapeutic strategies and prolong the patients’ survival.

The epithelial-mesenchymal transition (EMT) has important roles in all stages of cancer progression from initiation, invasion and metastasis to colonization [5–7]. EMT is executed by EMT‑activating transcription factors (EMT‑TFs), consisting mainly of the Snail, Twist and ZEB families [8]. Snail (encoded by *SNAI1*) is a key transcriptional repressor of E-cadherin expression that can regulate tumor metastasis [8]. Many studies have found that the process of ubiquitination and de-ubiquitination plays a critical role in maintaining the stability and homeostasis of Snail. By hydrolyzing ubiquitin from the protein substrate, DUB3, USP29 and USP1 were found to stabilize the Snail protein [9–11].

We previously found that the methylation signature of genes could predict recurrence in HCC patients [12]. Among them, Nucleoredoxin (NXN, cg19987768) was highly methylated in early-stage HCC patients with recurrence compared to those patients without recurrence, which prompted that NXN might be correlated with recurrence in HCC. NXN, also known as TRG-4, NRX or RRS2, is a member of the thioredoxin (TRX) family that is related to cell growth and differentiation [13, 14]. It has been reported that NXN played a role in liver fibrosis and polycystic liver disease [15–17]. In breast cancer, NXN participated in retinoic acid-mediated apoptosis [18]. Whereas, little is known about the expression and role of NXN in HCC.

In this present study, we found that NXN was downregulated in HCC, and its low expression correlated with poor overall survival (OS) in HCC patients. By inhibiting the EMT process, NXN overexpression was found to suppress the proliferation ability and metastatic potential of HCC cells both in vitro and in vivo. By interacting with DUB3, NXN could reduce the interaction ratio of Snail and DUB3 and subsequently promote the ubiquitin-proteasome-mediated degradation of the Snail protein. These findings highlight that NXN played a critical role in HCC metastasis, suggesting NXN as a potential biomarker and therapeutic target for HCC.

## Results

### NXN expression was downregulated in HCC and associated with OS

Investigating the expression of NXN in different tumors and adjacent normal tissues can provide information about its role in cancer. Data from The Cancer Genome Atlas (TCGA) database showed that NXN mRNA expression varied among different cancer types, indicating that it might function differently in the development of diverse tumors (Fig. 1A). Analysis of the TCGA cohort showed that NXN mRNA expression was downregulated in HCC compared with normal liver tissues (*P* = 0.002; Fig. S1). Next, we detected the mRNA and protein levels of NXN in 10 HCC patients. The data confirmed that NXN was significantly lower in HCC tissues than in adjacent normal liver tissues (Fig. 1B, C). We further evaluated the expression of NXN in a tissue microarray (TMA) containing 276 paired human HCC samples (Fig. 1D). Our results showed that the expression of NXN was significantly downregulated in the nucleus of HCC tissues compared with paired adjacent liver tissues (*P* < 0.001; Fig. 1E). Kaplan-Meier analyses revealed that lower NXN expression was associated with shorter overall survival (OS) in HCC patients, both in our cohort and the TCGA cohort (*P* < 0.001 and *P* = 0.036, respectively; Fig. 1F, G).

**Fig. 1:**
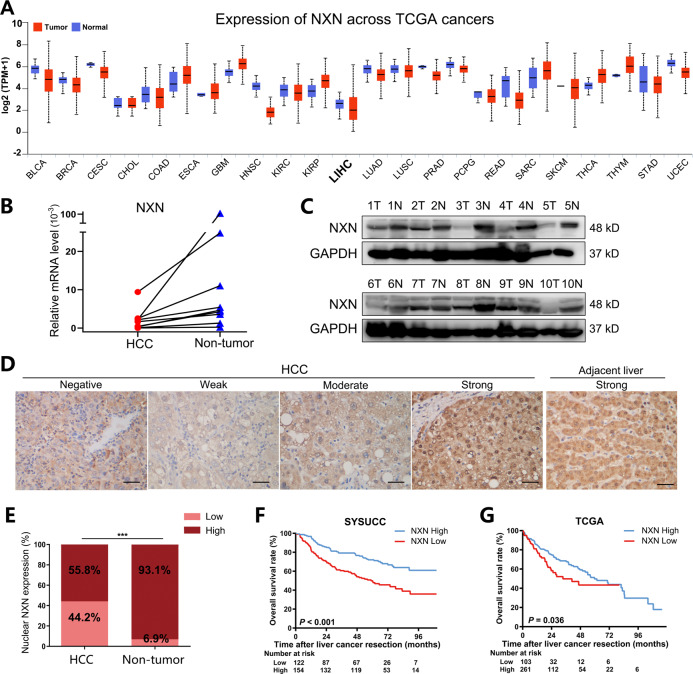
NXN was downregulated in HCC, and its low levels were associated with poor prognosis. **A** NXN mRNA expression (RNA-seq RSEM, log2(norm count +1)) in common human tumor tissues and normal tissues in the TCGA database (UCLCAN). Sample lines represent medians and quartiles. The key to all abbreviations is shown in Table S1. **B** Quantitative real-time PCR and **C** Western blot showing the expression of the NXN in 10 paired HCC and adjacent non-tumor tissues. **D** Representative images of different nucleus NXN expressions in HCC and adjacent normal liver tissues. Scale bar, 100 µm. **E** Nuclear NXN expression was downregulated in HCC tissues compared to adjacent non-tumor liver tissues (*n* = 276, paired *t*-test). ***P < 0.001, based on the Chi-squared test. **F** Kaplan-Meier analysis revealed that low NXN was associated shorter overall survival in the SYSUCC HCC cohort (*n* = 276). **G** Kaplan-Meier analysis of overall survival in TCGA cohort (*n* = 364) with high and low NXN expression.

Next, we investigated the association between NXN level and clinicopathological characteristics. We found that patients with low NXN tended to have higher aspartate transaminase (AST) levels (43.4% vs. 30.5%, *P* = 0.027), larger tumor size (6.0 vs. 4.5 cm, *P* = 0.005) and more incomplete tumor capsule (92.6% vs. 83.1%, *P* = 0.019) compared to patients with high NXN expression (Table 1). Cox proportional hazards regression analysis showed that low NXN expression was an independent unfavorable factor for OS (hazard ratio (HR) 1.963, 95% confidence interval (CI) 1.348–2.859, *P* < 0.001; Table 2). In the TCGA cohort, patients with low NXN had more vascular invasion than those with high NXN expression (44.3% vs. 30.0%, *P* = 0.017; Table S2). Notably, multivariate analyses also confirmed that NXN expression was an independent predictor for OS in HCC patients (HR 1.576, 95% CI 1.067, *P* = 0.022; Table S3). Overall, these findings demonstrated that NXN expression was downregulated in HCC tissues, and NXN was an independent positive predictive indicator for OS in HCC patients.

**Table 1:** Correlation of clinicopathological parameters and NXN expression in tumor nucleus in our cohort.

Characteristics	Low NXN (*n* = 122)	High NXN (*n* = 154)	*P* value
Age (year)	51 (41.75, 61.00)	53 (43, 60)	0.998
Gender (male/female)	102/20 (83.6/16.4)	136/18 (88.3/11.7)	0.293
HBsAg (yes/no)	113/9 (92.6/7.4)	141/13 (91.6/8.4)	0.825
ALB (≤35/>35) (g/L)	8/114 (6.6/93.4)	9/145 (5.8/94.2)	0.807
TBIL (>17.1/≤17.1) (μmol/L)	35/87 (28.7/71.3)	37/117 (24.0/76.0)	0.381
ALT (>40/≤40) (U/L)	54/68 (44.3/55.7)	67/87 (43.5/56.5)	0.900
AST (>45/≤45) (U/L)	53/69 (43.4/56.6)	47/107 (30.5/69.5)	0.027*
AFP (>400/≤400) (ng/ml)	54/66 (45/55)	52/99 (34.4/ 65.6)	0.081
Tumor number (multiple/solitary)	24/98 (19.7/80.3)	29/125 (18.8/81.2)	0.879
Tumor size (cm)	6 (4, 9)	4.5 (3, 7)	0.005*
Tumor capsule (incomplete/complete)	113/9 (92.6/7.4)	128/26 (83.1/16.9)	0.019*
Vascular invasion (yes/no)	46/76 (37.7/62.3)	56/98 (36.4/63.6)	0.900
Cirrhosis (yes/no)	88/34 (72.1/27.9)	98/56 (63.6/36.4)	0.156
TNM stage (III-IV/I-II)	14/108 (11.5/88.5)	11/143 (7.1/92.9)	0.291

*HBsAg* hepatitis B surface antigen, *ALB* albumin, *TBIL* total bilirubin, *ALT* *alanine aminotransferase*, *AST* aspartate transaminase, *AFP* alpha-fetoprotein, *TNM stage* pathological tumor-node-metastasis stage. *P < 0.05.

**Table 2:** Univariate and multivariate Cox regression analyses for overall survival in our cohort.

Variables	Univariate analysis			Multivariate analysis		
	HR	95% CI	*P* value	HR	95% CI	*P* value
NXN (low/high)	2.126	1.479–3.055	<0.001*	1.963	1.348-2.859	<0.001*
Age (year) (≤50/>50)	0.867	0.605–1.243	0.438			
Gender (male/female)	1.961	1.026–3.749	0.042*	1.932	0.990-3.733	0.053
HBsAg (yes/no)	0.839	0.451–1.560	0.578			
ALB (g/L) (≤35/>35)	1.476	0.772–2.821	0.239			
TBIL (μmol/L) (>17.1/≤17.1)	1.103	0.739–1.648	0.630			
ALT (U/L) (>40/≤ 40)	1.789	1.248–2.564	0.002*	1.349	0.888–2.050	0.161
AST (U/L) (>45/≤ 45)	2.308	1.612–3.304	<0.001*	1.619	1.055–2.484	0.027*
AFP (ng/ml) (>400/≤400)	1.339	0.930–1.928	0.116			
Tumor number (multiple/solitary)	2.012	1.339–3.022	0.001*	1.981	1.313–2.989	0.001*
Tumor size (cm) (>5/≤5)	1.529	1.065–2.194	0.021*	1.231	0.836–1.813	0.293
Tumor capsule (incomplete/complete)	1.209	0.663–2.205	0.536			
Vascular invasion (yes/no)	1.138	0.790–1.640	0.488			
Cirrhosis (yes/no)	0.963	0.875–1.061	0.449			
TNM stage (III-IV/I-II)	2.919	1.761–4.841	<0.001*			

*HR* hazard ratio, *CI* confidence interval, *NXN* expression in tumor nucleus, *HBsAg* hepatitis B surface antigen, *ALB* albumin, *TBIL* total bilirubin, *ALT* alanine aminotransferase, *AST* aspartate transaminase, *AFP* alpha-fetoprotein, *TNM stage* tumor-node-metastasis stage. *P < 0.05.

### NXN suppressed HCC cell proliferation, migration and invasion in vitro

To evaluate the biological functions of NXN in HCC cells, the expression of NXN in HCC cell lines was first examined (Fig. S2A). According to the endogenous expression level of NXN in HCC cells, we stably overexpressed NXN in Huh7 and PLC-8024 cells with plasmid and knocked down NXN in Huh7 and Hep3B cells using two shRNAs for further study (Fig. 2A).

**Fig. 2:**
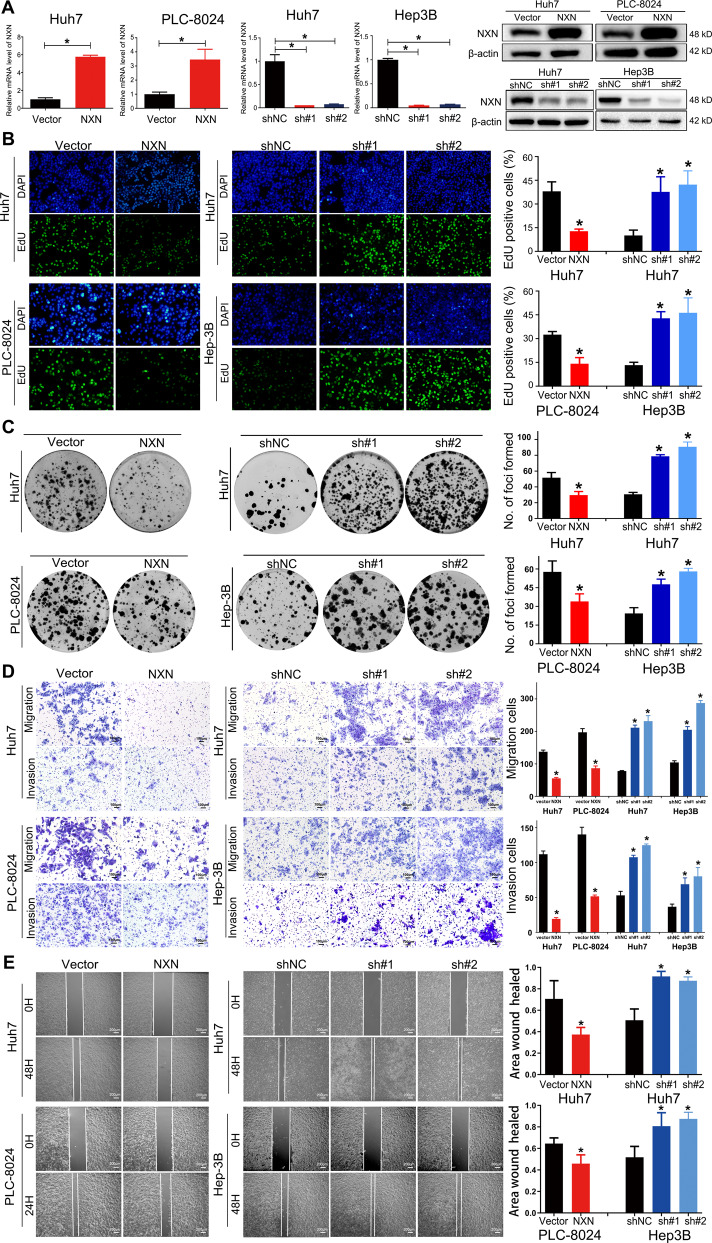
NXN suppressed the proliferation, migration and invasion of HCC cells in vitro. **A** The efficiency of NXN overexpression and knockdown was measured by quantitative real-time PCR (left) and Western blot (right) assays. NXN suppressed the cell growth of HCC cells, evaluated by EdU (**B**) and colony formation assays (**C**). Nuclei of all cells were stained with blue, and nuclei of cells with high DNA replication activities (EdU-positive cells) were stained with green. NXN suppressed the migration and invasion of HCC cells, evaluated by Transwell (**D**) and wound healing assay (**E**). Statistical results are presented as mean ± SD (from triplicates), and significance was determined by Student’s *t*-test (*P < 0.05).

Since NXN expression was negatively associated with tumor size, the regulatory effect of NXN in HCC cell proliferation was analyzed. As shown in Fig. 2B, EdU staining of the NXN knockdown cells exhibited a remarkable increment in the percentage of proliferating cells compared with controls, while opposing effects on cell proliferation were seen in the overexpression experiment. CCK-8 and colony formation assays also confirmed that overexpression of NXN significantly suppressed HCC cell growth, while knockdown of NXN promoted HCC cell growth abilities (Fig. S2B, C, respectively).

Considering that NXN expression was correlated with tumor capsule and vascular invasion, the functions of NXN in HCC cell migration and invasion were explored. Transwell migration, Matrigel invasion and wound healing assays revealed that, compared with vector cells, the ectopic expression of NXN suppressed HCC cell migration. In contrast, inhibition of NXN enhanced the motility of HCC cells (Fig. 2D, E). Taken together, NXN contributed to the inhibition of HCC cell proliferation, migration and invasion.

### NXN inhibited HCC cell growth and metastasis in vivo

To determine whether NXN had the same effect on HCC progression in vivo, Hepa1–6 cells with NXN enforced or inhibited expression were used in mice models. After subcutaneously injecting the mice with the indicated cells (Fig. S3A), tumors in the NXN overexpression group were found to be significantly smaller than in the vector group (Fig. 3A). The tumor weight of the NXN ectopic expression group was also significantly decreased compared with the vector group (Fig. 3B). Further, NXN knockdown was associated with an increase in the volume and weight of tumors compared with the control group.

**Fig. 3:**
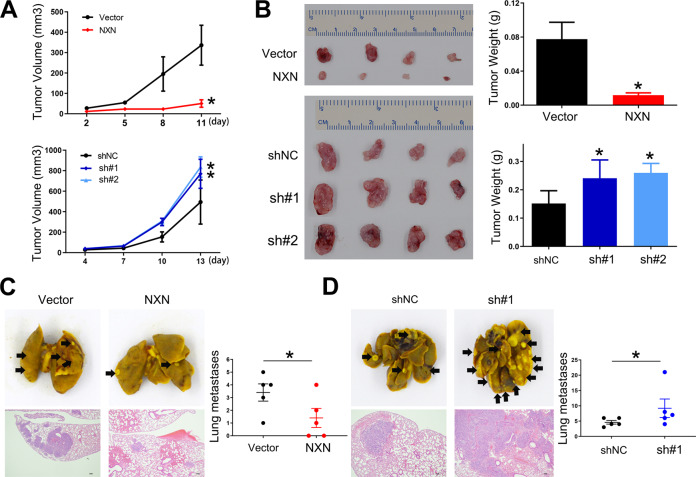
NXN suppressed the proliferation and metastasis of HCC cells in vivo. NXN overexpression suppressed the proliferation of HCC cells in nude mice. Tumors volume (**A**) and tumor weight (**B**) after subcutaneous injection of indicated Hepa1-6 cells. Four mice per group. NXN overexpression suppressed metastasis of HCC cells in nude mice. Representative images of metastatic lung tumors (gross and HE staining) and quantification in NXN overexpression (**C**) and NXN knockdown group (**D**) after tail vein injection. Scale bar, 100 µm. Five mice per group. *P < 0.05, Student’s *t*-test.

Next, we generated a lung metastasis mouse model via tail vein injection of the indicated Hepa1–6 cells (Figure S3B). Fewer metastatic lung nodules were observed in mice injected with NXN overexpression cells than those injected with vector cells (Fig. 3C). Further, more metastatic lung nodules were observed in mice injected with the NXN knockdown cells than in those injected with control cells (Fig. 3D). Collectively, these results indicated that NXN suppressed HCC growth and metastasis in vivo.

### NXN reduced EMT in HCC cells

EMT plays crucial roles in tumor metastasis. When the expression of NXN was knocked down in Huh7 and Hep3B cells, we found that the morphology of some cells transitioned from an epithelial-like form to a spindle-shaped or elongated, mesenchymal form, indicating that NXN may suppress HCC progression by inhibiting EMT (Fig. 4A).

**Fig. 4:**
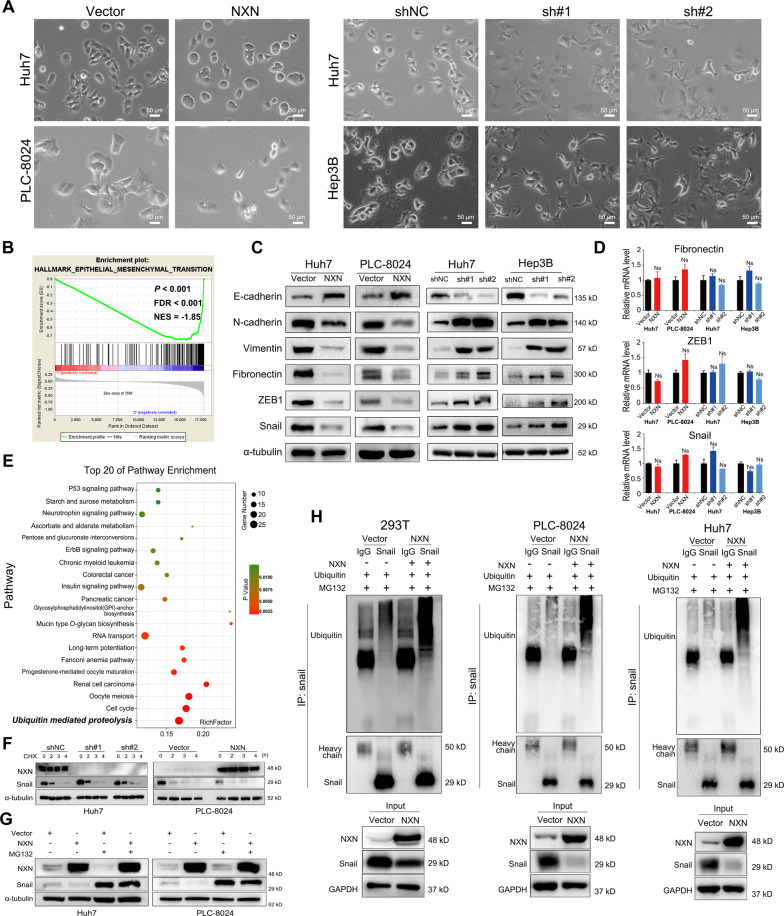
NXN suppressed EMT and decreased Snail protein stability. **A** Differential expression of NXN affects cell morphology. Phase-contrast images (× 200) of indicated HCC cells. Scale bar, 50 µm. **B** Gene set enrichment analysis (GSEA) of transcriptome data in the TCGA database revealed that levels of NXN were negatively correlated with epithelial-mesenchymal transition (EMT). NES, normalized enrichment score; FDR, false-discovery rate. **C** Western blot revealed that NXN negatively regulated the protein expression of mesenchymal markers in HCC cells. **D** Quantitative real-time PCR analysis showed that NXN expression did not affect the mRNA levels of transcription factors (Fibronectin, ZEB1 and Snail). Data were presented as the mean ± SD. Ns, no statistical significance. **E** The down-regulation of NXN in HCC activated the ubiquitin-mediated proteolysis signaling pathway. Top 20 statistics of KEGG pathway enrichment based on the differentially expressed genes (DEGs) after NXN knockdown in Hep3B cells. In the scatter plot, RichFactor was the ratio of DEG numbers noted in this pathway term to all gene numbers noted in this pathway term, indicating intensiveness. *P*-value ranges from 0 to 1, and a lower *P*-value represents greater intensity. The ubiquitin-mediated proteolysis signaling pathway was one of the most regulated biofunctions upon NXN knockdown. **F** The half-life of Snail in Huh7 with NXN knockdown was significantly prolonged compared to control cells. The half-life of Snail in NXN overexpressed PLC-8024 cells was markedly reduced compared to control cells. The cells were treated with cycloheximide (CHX) at indicated times; then, Snail levels were analyzed by Western blot. **G** Downregulation of Snail in NXN overexpressed Huh7 and PLC-8024 cells were restored after the treatment of proteasome inhibitor (MG132). **H** NXN overexpression enhanced ubiquitination of Snail in 293 T, PLC-8024 and Huh7 cells.

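Among the 8 members of the ubiquitin-mediated proteolysis list with an adjusted p under 0.05 in Hep3B cells, 7 were lower and 1 was higher in shNXN cells, so that 12.5% were higher. Among the other differentially expressed genes, 25 were higher and 444 lower, and the direction in the list did not differ from theirs (two-sided Fisher's exact test, p = 0.364). In the fit with the block, 9 list members were higher and 37 lower (19.6% higher, two-sided Fisher's exact test against the other genes, p = 0.316). Over all 131 tested members the median log2 fold change was -0.27, and 78 members were lower. After GC correction the median was -0.05, with the replicate block or without it. By day, the median log2 difference of the members was -0.34 on day 7, -0.31 on day 9 and -0.01 on day 11. The cell cycle list had a like pattern (-0.23, -0.17 and -0.0), and each day had 1 library per group. The 5 members of the ubiquitin-mediated proteolysis list with the smallest p were ANAPC4, UBA6, UBE2W, ERCC8 and BIRC2. ANAPC4, a subunit of the anaphase-promoting complex, fell from 55.0 ± 1.71 to 13.5 ± 6.93 CPM (SD, n = 3), a log2 fold change of -2.02 (standard error 0.34, adjusted p = 0.0452 from edgeR's quasi-likelihood test). UBA6, a ubiquitin-activating enzyme, had a log2 fold change of -2.63 (standard error 0.45, adjusted p = 0.0452 from edgeR), but 0.14 on the log2(FPKM + 1) scale, where limma gave an adjusted p of 0.793. The log2 fold changes of UBE2W, ERCC8 and BIRC2 were -2.34, -1.60 and -2.01. After the GC trend of each library was removed, a correction chosen after seeing the data, the 5 genes had log2 fold changes between -1.34 and -0.83 and adjusted p values from edgeR between 0.0735 and 0.122. With the replicate block their adjusted p values from edgeR lay between 0.0142 and 0.0194, and with the block and GC correction together UBA6 had a log2 fold change of -1.37 (adjusted p = 0.0366 from edgeR) and the other 4 had adjusted p values from edgeR between 0.052 and 0.103.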

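Of the 14071 features tested in Hep3B cells, 477 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, of which 26 were higher and 451 lower in shNXN cells. In the fit with the replicate block there were 3272, of which 883 were higher and 2389 lower. The share that was lower was therefore 94.5% without the block and 73.0% with it. DESeq2's Wald test, with DESeq2's size factors, gave 3311, of which 71.3% were lower. In the fits that left out 1 library, the number ran from 0 to 3706. After a correction for the GC trend of each library, chosen after seeing the data, 5 features passed, or 155 with the replicate block as well, of which 89 were higher and 66 lower. The 5 were NXN, RGPD6, CAPZA2, ACTR6 and the unnamed ENSG00000260342, and all 5 were among the 477. The genes that were lower had a median transcript GC content of 38.3%, against 48.4% over the tested genes and 58.0% for those that were higher. Among genes at 1 CPM or more that changed the same way on each day, ENSG00000260342 rose from 2.25 ± 0.674 to 25.7 ± 5.65 CPM (SD, n = 3). Its log2 fold change was 3.51 (standard error 0.32, adjusted p = 0.0378 from edgeR). OAS1, an interferon-induced enzyme, rose with a log2 fold change of 2.17 (standard error 0.41, adjusted p = 0.0473 from edgeR). The unnamed features ENSG00000256861, ENSG00000268173 and ENSG00000256500 had 0 counts in every shControl library and were at least 26-fold, 25-fold and 16-fold higher against a floor of 3 counts. ENSG00000268313 had 0 counts in every shNXN library and was at least 66-fold lower. RGPD6, which belongs to a family of near-identical copies among which its reads could have been split, had a log2 fold change of -4.09 (standard error 0.40, adjusted p = 0.0378 from edgeR). KCNIP4 and the assembled loci XLOC_023990 and XLOC_014665 had log2 fold changes of -4.20, -5.75 and -4.55. All the features named here had adjusted p values from edgeR under 0.05 with the replicate block as well.

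**Figure D1:**
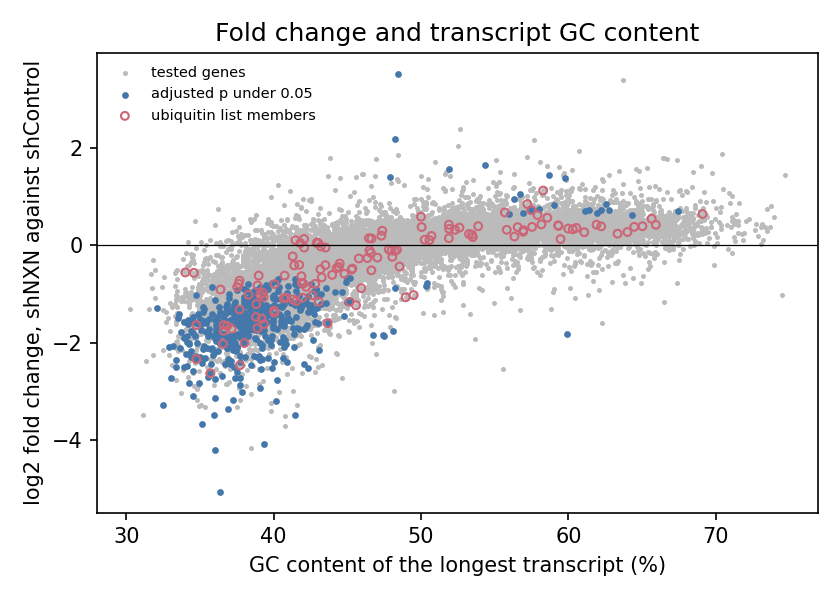
Log2 fold change of shNXN against shControl cells (vertical axis) by GC content of the longest annotated transcript in percent (horizontal axis). Each of 12735 points is a gene, filled blue where the adjusted p was under 0.05 and ringed where it belongs to the ubiquitin-mediated proteolysis list, and 5 genes beyond 6 on the log2 scale are not drawn. The genes of low GC content lie lower (Spearman's rho 0.79 across genes).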

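Counted the same way, as differentially expressed members over all genes listed for the pathway, the ratio was 0.059 for ubiquitin-mediated proteolysis, 0.048 for cell cycle, 0.043 for p53 signaling, 0.075 for the Fanconi anemia pathway, 0.12 for GPI-anchor biosynthesis and 0.138 for mucin type O-glycan biosynthesis. The ratios with the replicate block were 0.341, 0.323, 0.261, 0.283, 0.32 and 0.31 in the same order. The proteasome list, which the figure does not show, had a ratio of 0 without the block and 0.209 with it.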

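Of the 7 lists, mucin type O-glycan biosynthesis had the smallest p (odds ratio 8.83 from 4 of 17 tested genes, one-sided Fisher's exact test, p = 0.00218, adjusted p = 0.0153), and it was the only list with an adjusted p under 0.05 without the block. GPI-anchor biosynthesis followed (odds ratio 4.30, one-sided Fisher's exact test, p = 0.0415, adjusted p = 0.145). Ubiquitin-mediated proteolysis came next by p, ahead of the Fanconi anemia pathway (odds ratio 2.44), cell cycle (odds ratio 1.53, one-sided Fisher's exact test, p = 0.211), p53 signaling (odds ratio 1.48) and the proteasome (odds ratio 0). With the replicate block, ubiquitin-mediated proteolysis had the smallest p of the 7, and cell cycle (odds ratio 1.70, one-sided Fisher's exact test, p = 0.00543, adjusted p = 0.0175) and mucin type O-glycan biosynthesis (odds ratio 3.72, one-sided Fisher's exact test, p = 0.00751, adjusted p = 0.0175) also passed. The ubiquitin and cell cycle lists share 19 genes. The mucin type O-glycan list had the lowest median GC content of the 7 lists (40.8% against 48.4% for tested genes). Random lists matched on GC content were not drawn for it. With GC correction, chosen after seeing the data, 0 of its 17 tested members were differentially expressed, with the block or without it. Those fits called only 5 features without the block and 155 with it, so they cannot show whether GC content accounts for its enrichment.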

By Gene Set Enrichment Analysis (GSEA) in the TCGA dataset, we found that EMT-related genes were significantly enriched in the HCC patients with low NXN expression (*P* < 0.001, normalized enrichment score (NES) = −1.85; Fig. 4B). Western blot confirmed that overexpressing NXN in Huh7 and PLC-8024 cells upregulated the expression of epithelial markers E-cadherin and reduced the expression of mesenchymal markers N-cadherin and Vimentin as well as that of EMT-TFs Fibronectin, ZEB1 and Snail (Fig. 4C). In contrast, NXN knockdown downregulated the expression of E-cadherin and increased that of N-cadherin, Vimentin, Fibronectin, ZEB1 and Snail in Huh7 and Hep3B cells. However, NXN did not affect the mRNA level of the EMT-TFs (Fig. 4D). These results indicated that NXN inhibited the progression of HCC cells, at least partly through post-transcriptional regulation in EMT.

### NXN promoted the degradation of Snail protein by ubiquitination

To elucidate the molecular mechanisms of NXN in regulating HCC metastasis, we performed genomic expression profiling of Hep3B cells with NXN knockdown or control. 

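Expression was measured by RNA sequencing in Hep3B cells, an established human hepatocellular carcinoma line, carrying a control shRNA (shControl) or an shRNA against NXN (shNXN). The 6 libraries comprised 3 of each group, 1 from each of days 7, 9 and 11, and the shControl and shNXN libraries of a day carry the same replicate number. The paper's text does not name the days, the shRNA that was sequenced, the aligner, the counting program or the genome build. The authors deposited estimated counts per gene, which are not whole numbers for 15.1% to 18.8% of the genes in a library, and FPKM values. The counts summed to 15349382, 16303314 and 16332589 per shControl library (median 16303314) and to 15997597, 16070559 and 16079941 per shNXN library (median 16070559). The table lists 23406 features, of which 20314 carry Ensembl identifiers and 3092 are assembled loci without a gene name. The counts were rounded to whole numbers and normalized by the TMM method, and edgeR's quasi-likelihood test compared the 3 shNXN with the 3 shControl libraries over the 14071 features kept by edgeR's filterByExpr. Libraries of the same day deviated from their group means together, with correlations across genes of 0.30, 0.31 and 0.45 for days 7, 9 and 11 against -0.37 to 0.15 for libraries of different days. The results were also computed with the replicate number as a block, as set before the data were examined.
NXN (ENSG00000167693), the gene targeted by the shRNA, encodes the thioredoxin-family oxidoreductase nucleoredoxin. It is a protein-coding gene on the minus strand of chromosome 17, from 799313 to 979770 in the GENCODE 29 annotation of GRCh38. In CPM (counts scaled to library size), its level was 154 ± 23.4 in shControl cells and 43.2 ± 4.03 in shNXN cells (SD, n = 3 each). The log2 fold change was -1.83 (standard error 0.16, adjusted p = 0.0378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fitted with the replicate block, it was -1.82 (adjusted p = 0.0142 from the same test). The log2 difference within a day was -2.08 on day 7, -1.53 on day 9 and -1.85 on day 11. Every shNXN library was below every shControl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -1.90 and -1.67, but its adjusted p from edgeR rose to as much as 0.225.

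**Figure D2:**
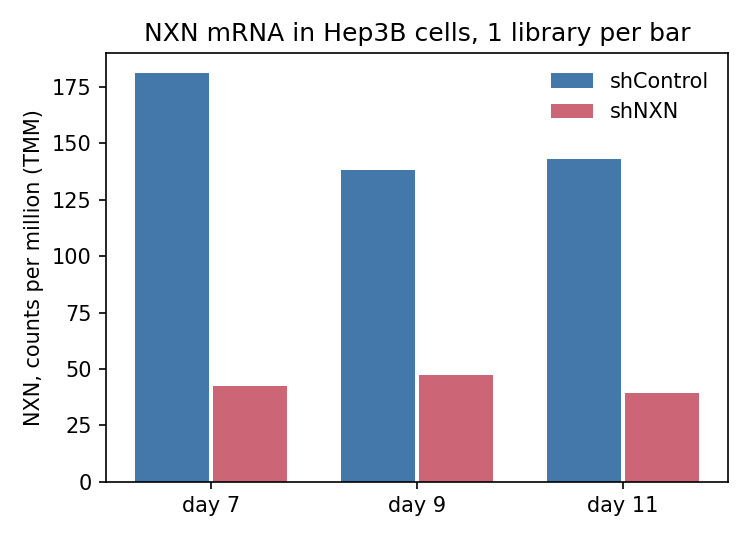
NXN mRNA in each library, in TMM-normalized CPM, by day and group, with 1 bar per library. The 3 shNXN libraries lie between 39.5 and 47.5 and the 3 shControl libraries between 138 and 181.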

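Differentially expressed genes were compared with a list of 135 genes of ubiquitin-mediated proteolysis, written from general knowledge of the KEGG pathway because no copy of KEGG was used here. Of these, 131 were among the tested genes, and 8 of the 131 (6.1%) had an adjusted p under 0.05, against 3.4% of all tested genes. The odds ratio was 1.87 (one-sided Fisher's exact test, p = 0.0773, or 0.164 after Benjamini-Hochberg adjustment over the 7 pathway lists tested). With the replicate block, 46 of the 131 were differentially expressed against 23.3% of all tested genes, an odds ratio of 1.80 (one-sided Fisher's exact test, p = 0.00136, adjusted p = 0.0095). The test on all members by limma's camera, which allows for correlation between the genes, gave p = 0.364 without the block and p = 0.496 with it. The setting with the largest odds ratio left out the filter on low counts (3.17, one-sided Fisher's exact test, p = 0.000142). That setting tested 19384 features, so low-count features joined the background and its odds ratio is not directly comparable with the others. Across genes, the log2 fold changes rose with the GC content of the transcript (Spearman's rho 0.79 over 12740 genes, which are not independent replicates), and the list's median GC content was 45.2% against 48.4% for tested genes. Random lists of the same size and GC content held 5.9 differentially expressed genes on average, and 22.7% of 10000 such lists held 8 or more. With the replicate block such lists held 37.0 on average, and 2.66% of them held 46 or more, whereas 27.2% did once mean expression was matched as well. In the fit with both the block and a correction for each library's GC trend, 3 list members were differentially expressed (odds ratio 2.13, one-sided Fisher's exact test, p = 0.176). The matching on GC content and the correction for it were chosen after seeing the data. The paper draws its statement on this pathway from KEGG enrichment of its differentially expressed genes (Fig. 4E).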

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis identified that the ubiquitin-mediated proteolysis signaling pathway was significantly enriched (Fig. 4E). As the ubiquitin-proteasome degradation pathway is the main mechanism controlling the Snail protein level, we further examined the interaction between NXN and Snail [10, 19, 20]. We first examined whether NXN had an effect on promoting Snail degradation. NXN-depletion-Huh7 cells were treated with Cycloheximide (CHX) to block new protein synthesis. The resulting cells were collected at various time points (0, 2, 3, 4 h), and Western blot was used to examine the protein level of Snail. Indeed, Snail protein stability was enhanced in NXN-shRNA cells than in control cells, while overexpression of NXN in PLC-8024 markedly induced degradation of Snail protein (Fig. 4F).

As Snail protein degradation is mediated by the ubiquitin-proteasome pathway, to pinpoint the in-depth mechanism of NXN-induced Snail degradation, we treated NXN overexpression cells with a proteasome inhibitor (MG132). We found that MG132 could significantly restore Snail protein levels in NXN overexpressed Huh7 and PLC-8024 cells, indicating that the ubiquitin-proteasome pathway was involved in the process of Snail degradation induced by NXN (Fig. 4G).

We evaluated Snail ubiquitination in NXN-overexpressed 293 T, PLC-8024 and Huh7 cells to further validate these findings. As expected, Snail ubiquitination was significantly increased when NXN was overexpressed (Fig. 4H). Taken together, these data indicated that NXN decreased Snail stability by promoting the ubiquitin–proteasome-mediated degradation.

### NXN promoted Snail ubiquitination by competing with DUB3

Given that Snail could be deubiquitinated and stabilized by DUB3, we explored the relationships among NXN, Snail and DUB3 in HCC cells [9, 19]. Co-IP assays were performed to check the interaction among NXN, Snail and DUB3 in 293 T cells (Fig. 5A). IP results showed that NXN and Snail could co-immunoprecipitate with DUB3, whereas NXN did not interact with Snail protein. Consistently, reciprocal IP with Snail antibody did not pull down NXN. These results suggested that NXN regulated the stability of Snail through the connection of DUB3.

**Fig. 5:**
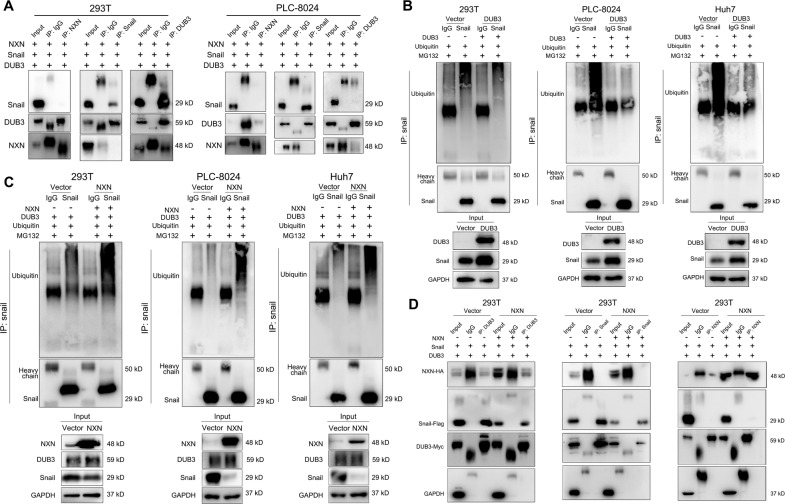
NXN interrupted the association between DUB3 to bind with Snail and inhibited deubiquitylation of Snail by DUB3. **A** Co-immunoprecipitation (co-IP) was performed to detect the interaction between NXN, Snail and DUB3 in 293 T and PLC-8024 cells. NXN did not interact with Snail protein, whereas NXN or Snail could co-immunoprecipitated with DUB3. **B** DUB3 overexpression reduced the ubiquitinated Snail in 293 T, PLC-8024 and Huh7 cells. **C** NXN overexpression reduced the DUB3-mediated Snail deubiquitylation in 293T, PLC-8024 and Huh7 cells. Cells were transfected with indicated plasmid. After 48 h, the cells were incubated with MG132 (10 mM) for 4 h, then the cell lysates were immunoprecipitated with anti-Flag, and the immunocomplexes were analyzed by Western blot using an anti-ubiquitin antibody. **D** NXN overexpression reduced the interaction between DUB3 and Snail. Total lysates of cells with or without NXN overexpression were subjected to IP with anti-DUB3 or anti-Snail Ab, followed by Western blot using the indicated antibodies. The cells were treated with MG132 to inhibit the proteasome.

We further verified the functional significance of DUB3 in Snail deubiquitylation. After overexpressing DUB3 in 293 T, PLC-8024 and Huh7 cells, the level of Snail protein ubiquitination was significantly reduced (Fig. 5B). In DUB3 overexpressed cells, the ubiquitination level of Snail was significantly increased in the presence of enforced expression of NXN (Fig. 5C). Next, we found that overexpression of NXN could significantly reduce the binding of Snail and DUB3 (Fig. 5D).

Collectively, these data confirmed that NXN could competitively interrupt the association between DUB3 to bind with Snail and inhibited the deubiquitylation of Snail by DUB3, thereby stabilizing Snail and enhancing HCC metastasis.

### Snail was required for NXN to suppress HCC cell aggressiveness

Next, we examined whether the effects of NXN on the suppression of HCC were Snail-dependent. Snail was depleted (siSnail) in NXN silenced Huh7 cells and was also ectopically expressed in NXN-overexpressed PLC-8024 cells (Fig. S4A). CCK-8 and colony formation assays results showed that forced expression of Snail significantly reversed NXN-overexpression-induced inhibition of cell proliferation (Fig. 6A, B). Depletion of Snail also reversed NXN-silencing and promoted HCC cell migration and metastasis (Fig. 6C–E). By detecting the downstream target genes of Snail in transcriptional levels, we demonstrated that the effects of NXN on the suppression of HCC were Snail-dependent (Fig. S4C). Together, these data demonstrated that Snail was an essential functional target of NXN in HCC cells.

**Fig. 6:**
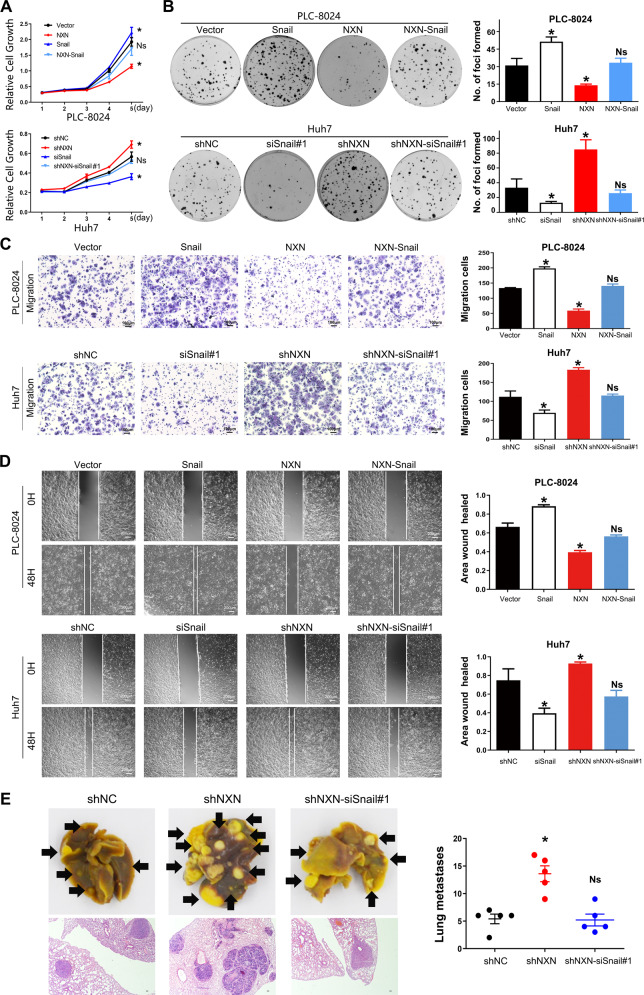
The inhibitory effect of NXN on HCC cells proliferation and metastasis was rescued by the overexpression of Snail. Overexpression of Snail attenuated NXN induced suppression of HCC cell growth, evaluated by CCK8 (**A**) and colony formation assays (**B**). Overexpression of Snail attenuated NXN induced suppression of HCC cell migration, evaluated by Transwell (**C**) and wound healing assay (**D**). Depletion of Snail in NXN knockdown group reversed NXN deficiency-induced promotion of HCC metastasis in nude mice. **E** Representative images and quantification of metastatic lung tumors (gross and HE staining after tail vein injection. Scale bar, 100 µm. Five mice per group. Statistical results were presented as mean ± SD (from triplicates), and significance was determined by Student’s *t*-test (*P < 0.05).

Overall, our study demonstrates that NXN, DUB3 and Snail complex functioned as an important regulatory mechanism of HCC progression and provides a potential therapeutic approach in the intervention of HCC metastasis (Fig. 7).

**Fig. 7:**
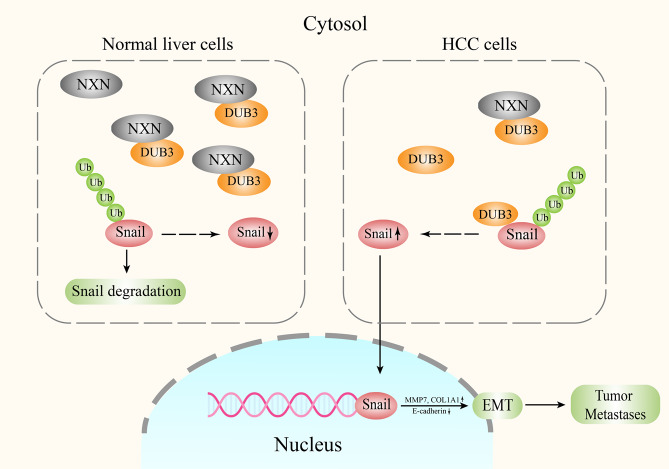
Schematic illustration depicting the role of NXN in suppressing tumor metastasis through promoting degradation of Snail. In normal liver cells, NXN promotes the ubiquitin-proteasome-mediated degradation of Snail. In HCC cells, the reduction of NXN decreases the interaction between NXN and DUB3 and results in the increased combination of Snail and DUB3. The increased interaction between DUB3 and Snail activates EMT and ultimately contributes to HCC metastases.

## Discussion

Metastasis is one of the major obstacles leading to poor prognosis in HCC patients [21–23]. Elucidating the underlying mechanism of HCC metastasis is vital for developing novel therapeutics. In this present study, we found that NXN could affect HCC metastasis. NXN was commonly downregulated in HCC tissues, and its low expression was associated with larger tumor size, incomplete tumor capsule and unfavorable OS in HCC patients. Moreover, downregulation of NXN expression contributed to the transition to a mesenchymal phenotype and enhanced the growth and metastasis of HCC cells both in vitro and in vivo. Mechanistically, NXN suppressed HCC growth and metastasis by regulating Snail ubiquitination and degradation.

NXN has been widely documented in regulating physiological processes [13, 24, 25]. Knockout of NXN could result in skeletal defects, cardiovascular defects and perinatally lethal [14]. Dysregulation of NXN has been indicated to increase the expression of fibrogenic genes [15, 16]. Moreover, deficiency of NXN was observed to result in the progression of alcoholic liver disease (ALD) [26, 27]. However, NXN overexpression partially reversed these alterations and reduced liver injury, indicating that NXN played an important role in maintaining tissue homeostasis. In agreement with the protective effect of NXN in normal tissues, our results showed that NXN might function as a tumor suppressor in HCC because it was downregulated in HCC tissues compared to normal tissues and that low NXN expression was associated with poor prognosis for HCC patients.

Although the physiological functions of NXN have been studied in detail, the function of NXN in cancer remains largely unknown. One study identified that NXN expression was reduced in colon tumor tissue samples and associated with colorectal cancer risk [28]. Other researchers found that NXN expression was upregulated in retinoic acids-treated breast cancer cell line MCF-7 compared with untreated MCF-7 cells [18]. In this study, we demonstrated that NXN could markedly inhibit the proliferation and metastasis of HCC in vitro and in vivo, indicating the potential tumor-suppressive effect of NXN in HCC development. In addition, NXN dramatically decreased the level of Snail as well as EMT progression. Herein, we speculated that the molecular mechanisms of NXN-mediated suppression of cell proliferation and metastasis in HCC might be involved in the regulation of the Snail-dependent EMT axis.

Cancer cell EMT, featured by enhancing cancer cell dissemination, contributes to HCC metastasis [29, 30]. It has been widely reported that Snail played crucial roles in hepatocarcinogenesis and metastasis [31, 32]. Snail is highly susceptible to ubiquitination and proteasomal degradation controlled by ubiquitin E3 ligases, including FBXL14, SPSB3 and TRIM50 [20, 33, 34]. Ubiquitination can be reversed by deubiquitinases (DUBs). Most recently, DUB3, PSMD14 and USP29 have been reported to deubiquitinate and stabilize Snail [9, 10, 35]. As an enzyme, NXN might exhibit its functions by protein-protein interactions network. It was reported that NXN regulated ethanol-associated ALD progression by binding to FLII/actin or MYD88 [26, 27]. By expelling KLHL12 from DVL protein, NXN resulted in the inhibition of Dvl ubiquitination to suppress the Wnt/β-catenin signaling [14]. Similar to the regulatory mechanism in previous studies, we identified that NXN competitively interrupted the association between DUB3 to bind with Snail and inhibited deubiquitylation of Snail by DUB3, thereby stabilizing Snail and enhancing HCC metastasis. These findings spotlighted that NXN acted as a novel and key modulator for Snail in HCC, suggesting that it may serve as a potential biomarker and therapeutic target for HCC.

In summary, our study, for the first time, found that NXN could affect HCC metastasis. NXN, DUB3 and Snail complex functioned as an important regulatory mechanism of HCC progression. These findings could be used as a potential therapeutic approach in the intervention of HCC metastasis.

## Materials and methods

### Human tissue specimens

A total of 276 pairs of pathologically confirmed HCC and adjacent non-tumor liver tissues were obtained from patients who received hepatectomy at the Sun Yat-sen University Cancer Center (SYSUCC; Guangzhou, China) from April 2008 to September 2014. The median follow-up time was 76 months. Written informed consent was obtained from each patient. This study complied with the 1975 Declaration of Helsinki standards, and the experiments were approved by the Ethics Committee of SYSUCC (No. L102012020090M).

### Immunohistochemistry (IHC)

HCC specimens were selected and re-embedded into new paraffin blocks for TMA. The TMA blocks were cut into 4 μm sections and underwent IHC staining. The rabbit polyclonal antibodies used were anti-NXN (1:100; proteintech, USA). Based on IHC, positive staining was quantified and classified into 4 categories: ≤25% for 1; 26 to 50% for 2; 51 to 75% for 3; and ≥76% for 4. Staining intensity was graded as negative (scored as 0), weak (1), moderate (2) or strong (3). Two pathologists independently reviewed all scores, and expression levels were defined by the sum of the grades for the percentage of positive staining and intensity. The median of the IHC score was chosen as the cut-off value for the high (>6) and low (≤6) NXN groups.

### Cell lines and cell culture

HCC cell lines (Huh7, Hep3B, Hep-G2, PLC-8024, MHCC-97H, SK-Hep1 and Hepa1–6) and human embryonic kidney cells (293 T cells) were purchased from the Cell Bank of Shanghai Institute of Biological Science (SIBS, CAS, Shanghai, China) with STR (short tandem repeat) appraisal certificates. Cells were maintained in Dulbecco’s Modified Eagle medium (DMEM; ThermoFisher, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, Califonia, USA) at 37 °C in 5% CO2.

### Cell proliferation assays

Three experiments were performed to analyze the cell proliferation ability. EdU cell proliferation staining was performed using an EdU kit (C0071S; Beyotime Biotechnology, China). Briefly, indicated cells were incubated with the EdU buffer for 3 h, fixed by 4% polyformaldehyde and stained the nuclear with Hoechst. The results were observed and captured using the fluorescence microscope (Olympus Corporation, Tokyo, Japan).

In the Cell Counting Kit-8 (CCK-8; DojinDo, Japan) assay, 1000 cells were seeded in 96-well plates with six repeated wells for each experimental condition. Two hours after replacing the supernatant with a fresh medium containing CCK-8 reagent in a 10:1 ratio, the absorbance was measured by Biotek Epoch 2 machine (BioTek, Winooski, USA) at 450 nm.

For the colony formation assay, 500–800 indicated stable cells were plated per well in 6-well plates. Fourteen days later, the cells were fixed in methanol and stained with 0.1% crystal violet. The colonies were photographed and counted to contrast with each other.

### Cell migration and invasion assays

Transwell chamber (8 μm pores, Costar, Kennebunk, USA) with polycarbonate membranes was used in the migration assay, and a chamber with matrigel (Costar, Kennebunk, USA) was used in the invasion assay. Then, 5 × 10^4^ to 1.5 × 10^5^ indicated cells for the migration assay and 8 × 10^4^ to 2 × 10^5^ indicated cells for the invasion assay were plated in the upper chamber in serum-free medium. Fresh media containing 20% FBS was placed in the bottom chamber. After 12–48 h, the cells were stained and photographed under a microscope.

For scratch wound healing assay, cells were plated in six-well plates and incubated in the regular condition until the cells reached the full confluence of the plates. A wound was created using a sterile 100 µL pipette tip, and the detached cells were removed by phosphate buffer saline (PBS). Then, the cells were incubated with serum-free DMEM for an indicated time. Images at 0, 24, and 48 h after scratching were taken, and the closure of the wound area was evaluated using ImageJ software.

### In vivo xenograft model

All animal research procedures were performed according to the Animal Care and Use Ethics Committee of SYSUCC, and careful attention was paid to minimizing the animals’ suffering. Male nude mice (Guangdong Medical Lab Animal Center) were purchased at 3–4 weeks of age and maintained under specific-pathogen-free (SPF) conditions.

To evaluate the inhibitory effect of NXN on tumor growth in vivo, 200 µL Hepa1–6 cells (2 × 10^6^ cells) were subcutaneously injected into mice. The body weight and tumor size were monitored every three days. Eleven or thirteen days after inoculation, all mice (*n* = 4 per group) were euthanized for further analyses. Tumor volume (V) was measured using the formula: V = (L × W^2^)/2 (L = length; W = width).

To establish the lung metastasis model, 1 × 10^6^ Hepa1–6 cells were injected into the tail veins of mice (*n* = 5 per group). After fifteen days, the mice were sacrificed, and the tumor nodules formed on the lung surfaces were counted.

### Co-immunoprecipitation (Co-IP)

For the Co-IP assay, cells were lysed with RIPA lysis buffer (Thermo Fisher Scientific). Primary anti-NXN or anti-IgG (negative control) antibodies were incubated with the lysates at 4 °C overnight. Protein A/G-Agarose beads (Thermo Fisher Scientific) were added to the immune complexes for recovery. After that, the immunoprecipitants were washed and collected. Finally, the immunoprecipitants were subjected to Western blot analysis.

### Statistical analysis

The experiments were repeated at least three times independently, and the measured data were represented as the mean ± SD. Binary variables were compared by the Chi-squared test. The Student’s *t*-test or the Mann-Whiney U test was used to compare the values between subgroups. Survival curves were constructed using the Kaplan-Meier method and analyzed by the log-rank test. Significant prognostic factors founded by univariate analysis were entered into a multivariate analysis using the Cox proportional hazards model. All analyses were two-sided, and *P* values less than 0.05 were considered significant. Statistical analyses were performed using the Statistical Package for Social Sciences version 25 (SPSS Inc., Chicago, IL, USA) and GraphPad Prism 7.0 software (GraphPad, Inc., La Jolla, CA, USA).

## Supplementary information

checklist table

Original Data File

supplementary figure legends and tables

Figure S1. NXN mRNA expression in human tumor tissues and normal tissues in TCGA database.

Figure S2. Overexpression of NXN inhibited proliferation of HCC cells in vitro.

Figure S3. Overexpression of NXN inhibited proliferation and metastasis of HCC cells in vivo.

Figure S4. The promoting effect of NXN depletion on HCC cells metastasis was rescued by the knock-down of Snail.

## Data Availability

The RNA-Seq data are available at the Gene Expression Omnibus (GSE208734). Other datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: NXN suppresses metastasis of hepatocellular carcinoma by promoting degradation of Snail through binding to DUB3
**Source:** Cell Death Dis. 2022 Aug 4;13(8):676. doi: 10.1038/s41419-022-05135-7

**Figure 1C**

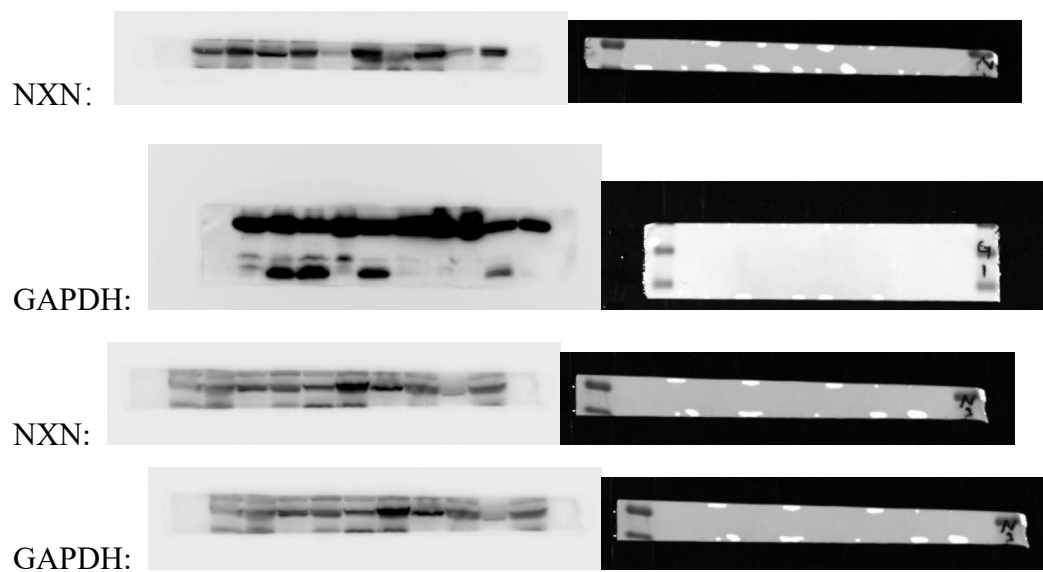

**Figure 2A**

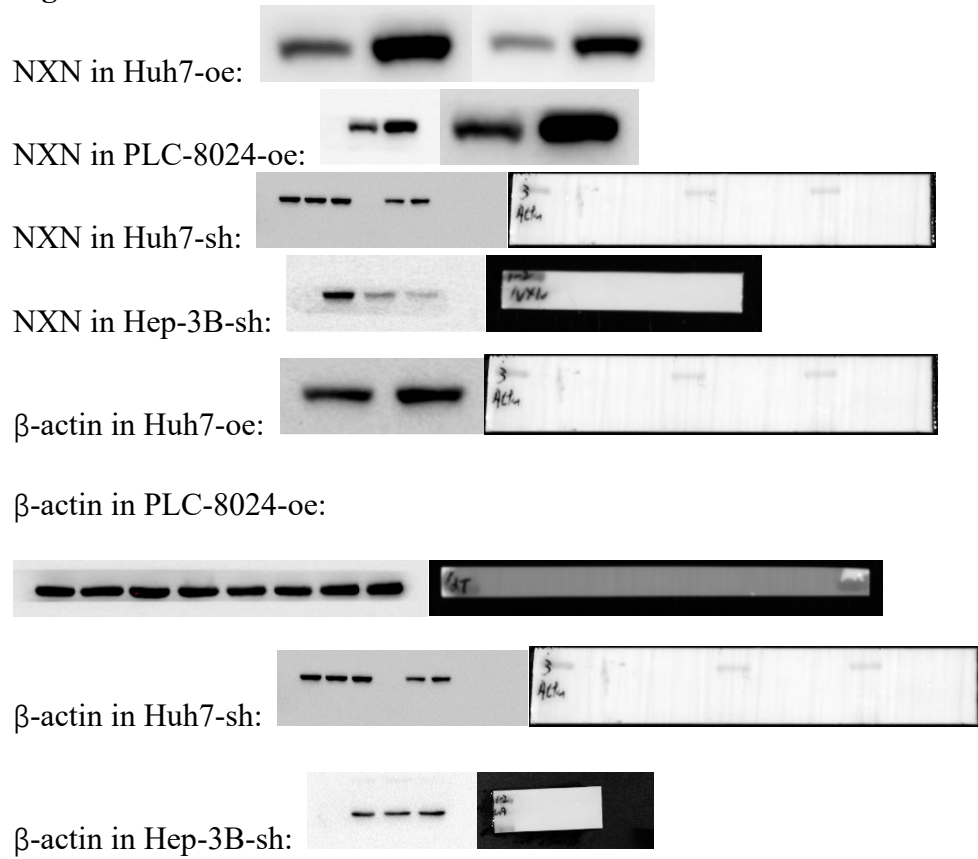

## Figure 4C

For Huh7-oe:

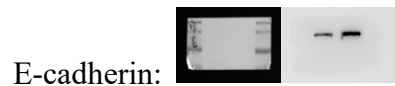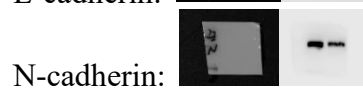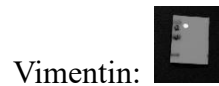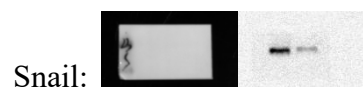For PLC-8024-oe:

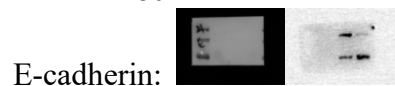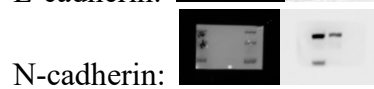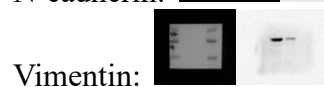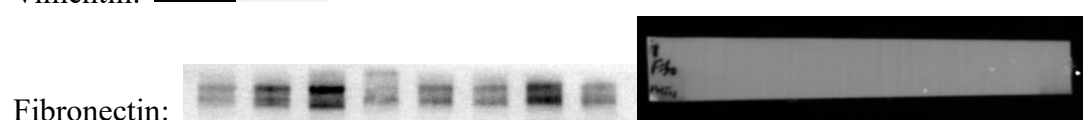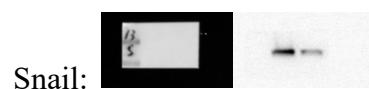For Huh7-sh:

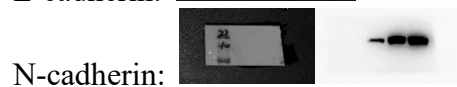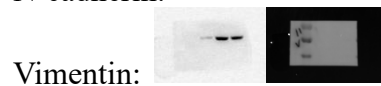

Fibronectin:

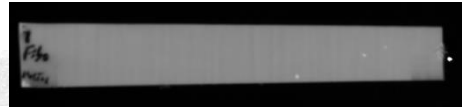

ZEB1:

Snail:

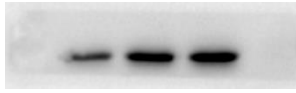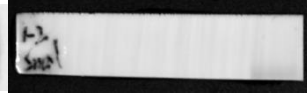

$\alpha$ -tubulin:

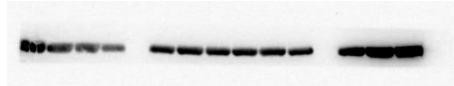For Hep-3B-sh:

E-cadherin:

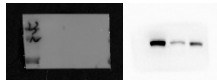

N-cadherin:

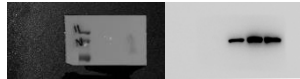

Vimentin:

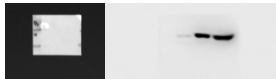

Fibronectin:

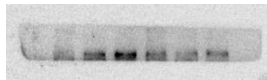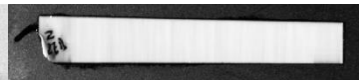

ZEB1:

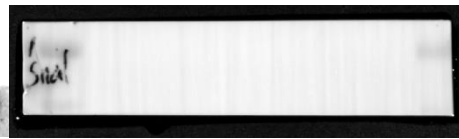

Snail:

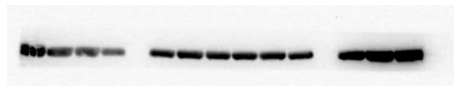$\alpha$ -tubulin:

# Figure 4F

Huh7-sh:

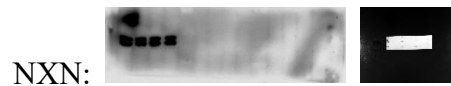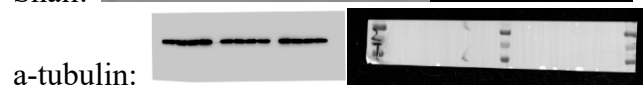

PLC-8024-oe:

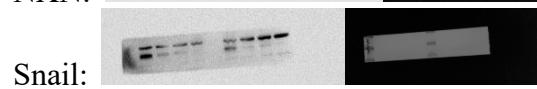# Figure 4G

Huh7-oe:

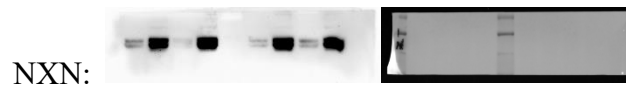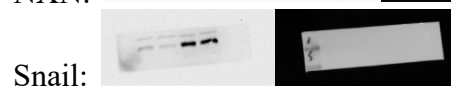PLC-8024-oe:

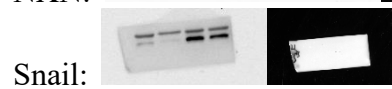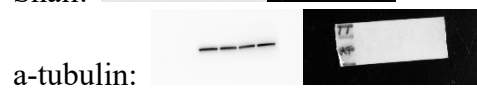

**Figure 4H**

**293T:**

IP: snail

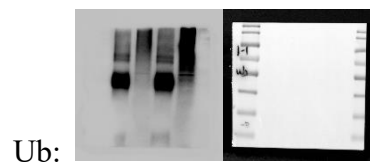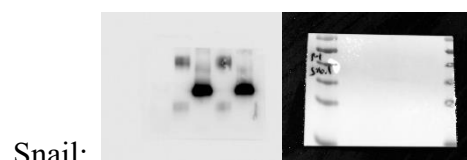

Input

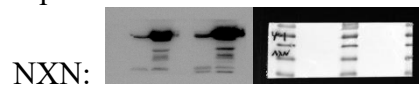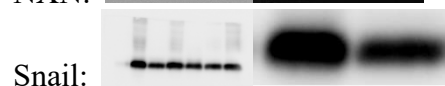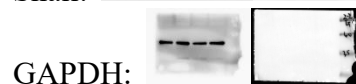

**PLC-8024:**

IP: snail

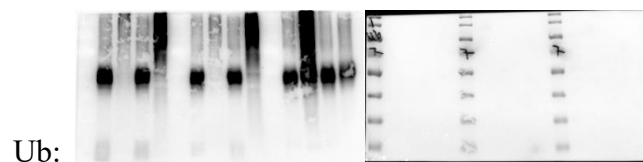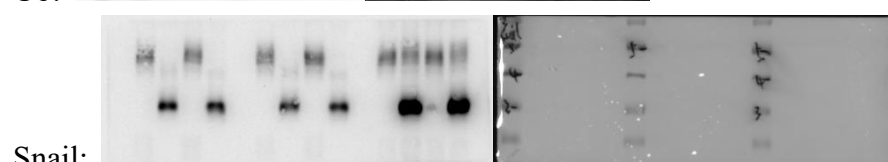

Input

**Huh7:**

IP: snail

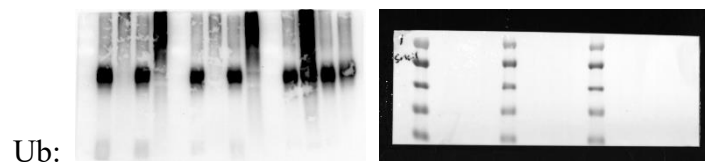

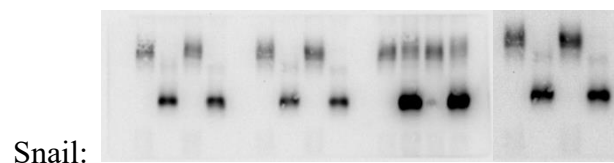

Input

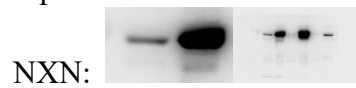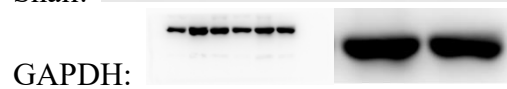

# Figure 5A

293T:

IP: NXN

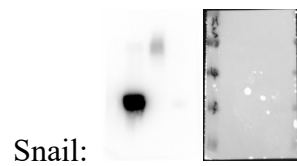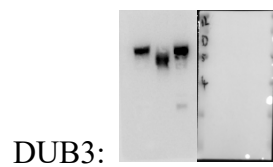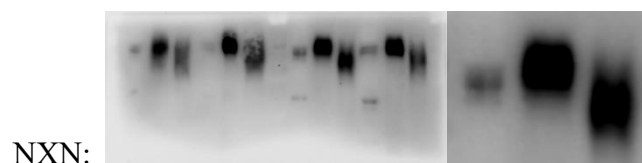

IP: snail

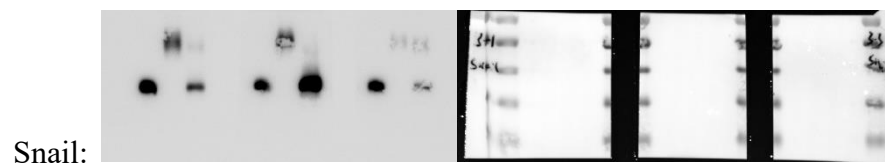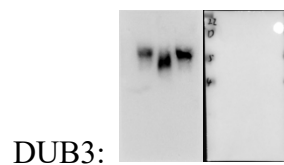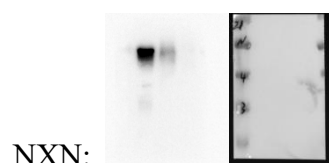

IP: DUB3

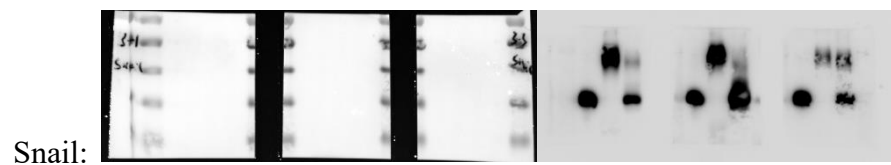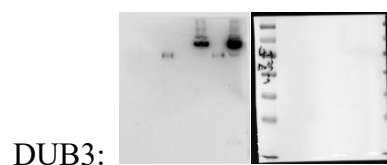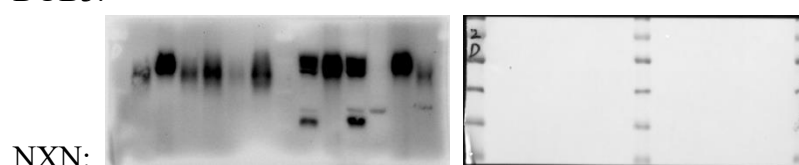

PLC-8024

IP: NXN

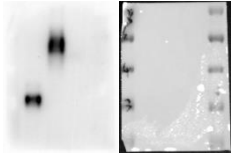

Snail:

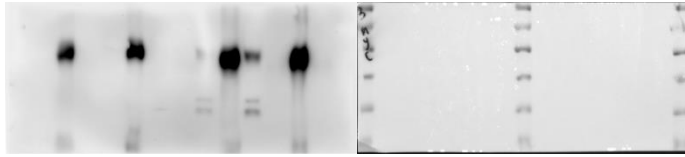

DUB3:

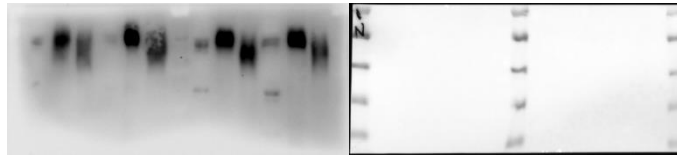

NXN:

IP: snail

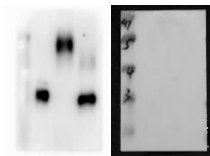

Snail:

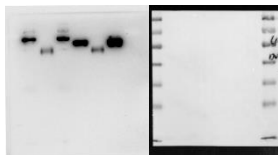

DUB3:

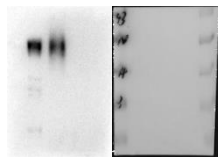

NXN:

IP: DUB3

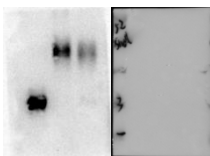

Snail:

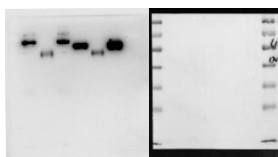

DUB3:

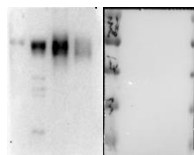

NXN:

**Figure 5B**

293T

IP: snail

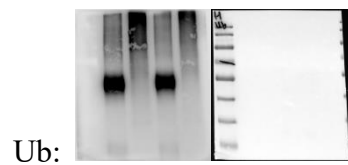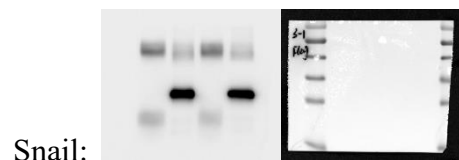

Input

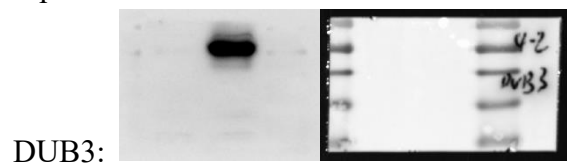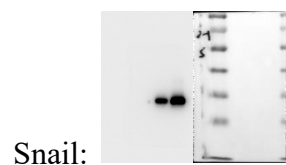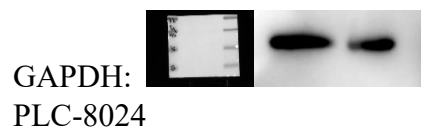

IP: snail

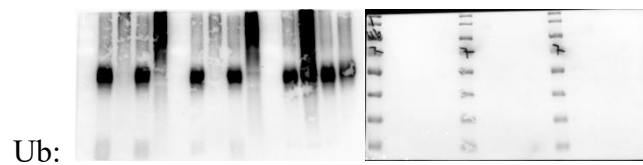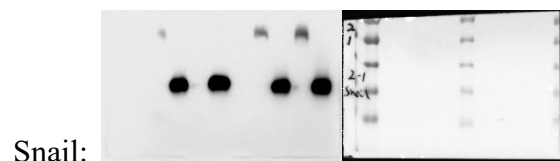

Input

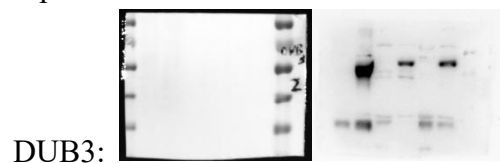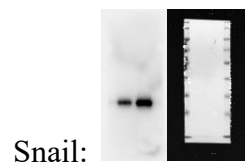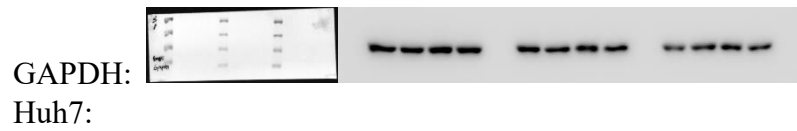

Huh7:

IP: snail

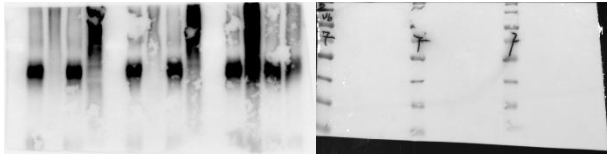

Ub:

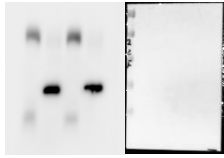

Snail:

Input

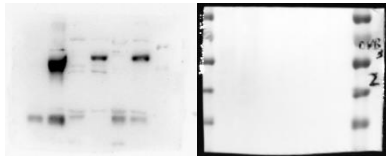

DUB3:

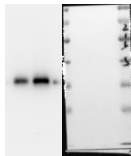

Snail:

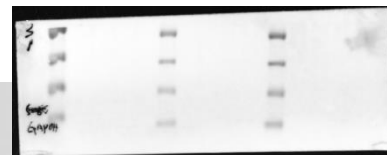

GAPDH:

# Figure 5C

293T

IP: snail

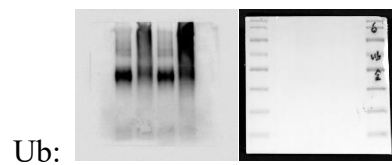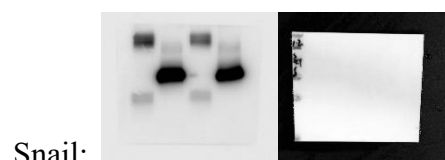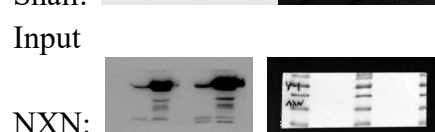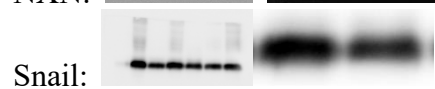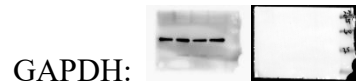

PLC-8024

IP: snail

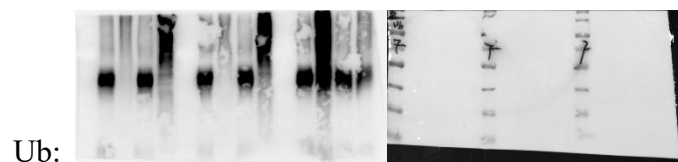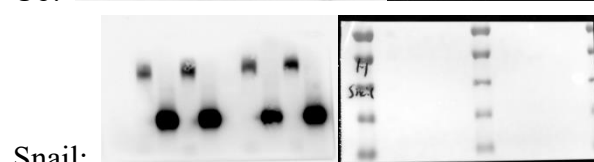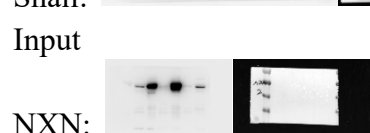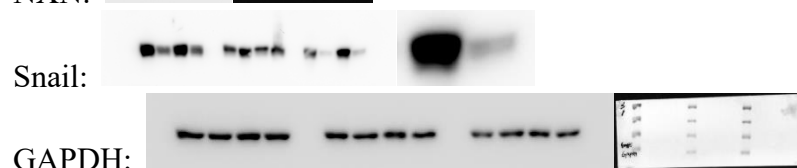Huh7

IP: snail

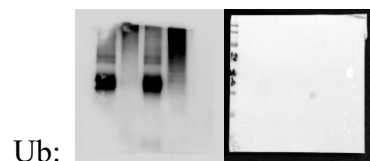

Snail:  
Input

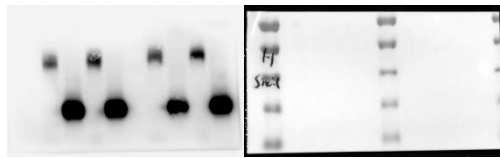

NXN:

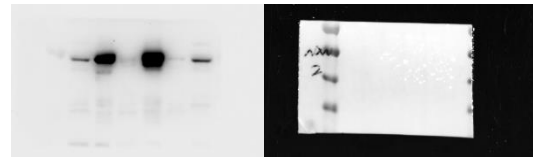

Snail:

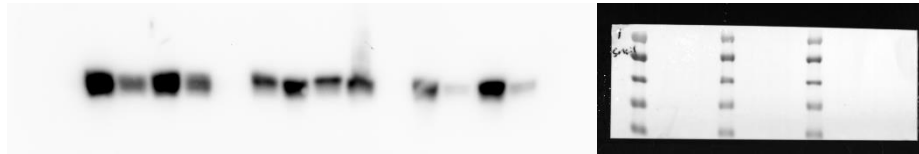

GAPDH:

# Figure 5D

293T

IP: DUB3

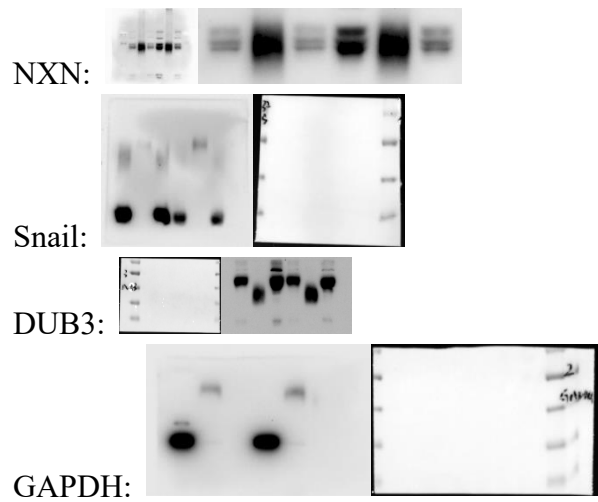

IP: Snail

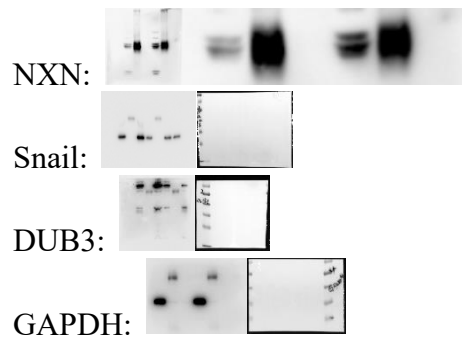

IP: NXN

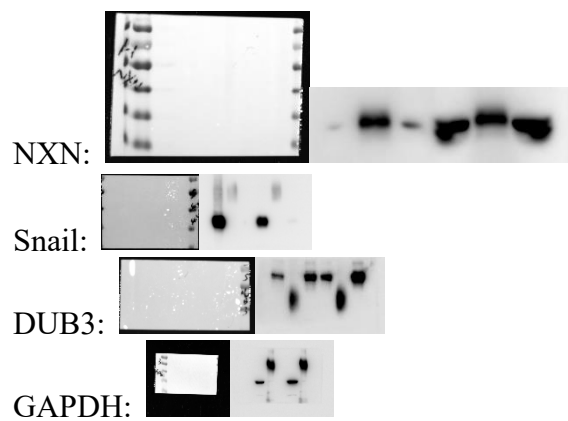

**Figure S2A**

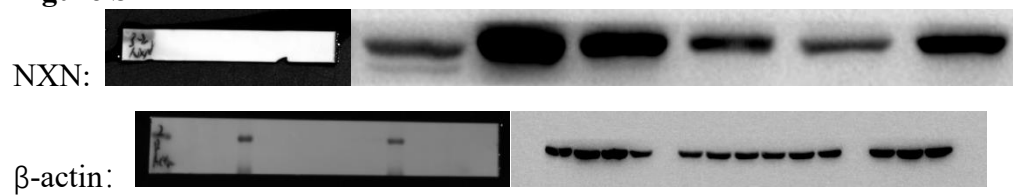

# Figure S4A

PLC-8024

Snail:

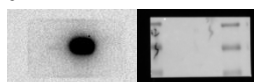

$\alpha$ -Tubulin:

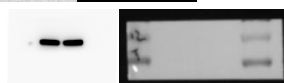

Huh7

Snail:

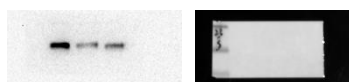

$\alpha$ -Tubulin:

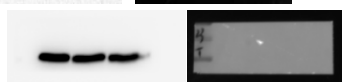

**Supplement:** Supplementary file 2 — Original Data File

# Supplementary material for: NXN suppresses metastasis of hepatocellular carcinoma by promoting degradation of Snail through binding to DUB3
**Source:** Cell Death Dis. 2022 Aug 4;13(8):676. doi: 10.1038/s41419-022-05135-7
**Supplement:** Supplementary file 3 — supplementary figure legends and tables

**Supplementary figure legends**

**Figure S1. NXN mRNA expression in human tumor tissues and normal tissues in TCGA database.**

NXN mRNA expression in HCC from TCGA database.

**Figure S2. Overexpression of NXN inhibited proliferation of HCC cells *in vitro*.**

(A) NXN mRNA and protein expression in immortalized human liver cell line and HCC cell lines. (B) NXN suppressed the cell growth of HCC cells, measured by CCK8 assays. Statistical results were presented as mean±SD (from triplicates), and significance was determined by Student’s t-test (**P* < 0.05).

**Figure S3. Overexpression of NXN inhibited proliferation and metastasis of HCC cells *in vivo*.**

(A) Knockdown of NXN enhanced proliferation of HCC cells in nude mice. Tumors after subcutaneous injection of indicated Hepa1-6 cells. Four mice per group. (B) Knockdown of NXN enhanced metastasis of HCC cells in nude mice. Gross images of metastatic lung tumors after tail vein injection of indicated Hepa1-6 cells. Five mice per group.

**Figure S4. The promoting effect of NXN depletion on HCC cells metastasis was rescued by the knock-down of Snail.**

(A) The efficiency of Snail overexpression and knockdown were measured by Western blot assays. (B) Knockdown of Snail attenuated NXN depletion induced increase of HCC cell metastasis in nude mice. Gross images of metastatic lung tumors after tail vein injection of indicated Hepa1-6 cells. Scale bar, 100 µm. Five mice per group. (C) The expression of downstream target genes of Snail detected by quantitative real-time PCR. The expression of NXN affects downstream target genes of Snail indicating the effects of NXN on the suppression of HCC were Snail-dependent. Statistical results were presented as mean±SD (from triplicates), and significance was determined by Student’s t-test (**P* < 0.05).

**Supplementary tables**

**Table S1 The key to all TCGA abbreviations.**

| Full name | Abbreviation |
| --- | --- |
| Cholangiocarcinoma | CHOL |
| Colon adenocarcinoma | COAD |
| Esophageal carcinoma | ESCA |
| Glioblastoma multiforme | GBM |
| Head and neck squamous cell carcinoma | HNSC |
| Kidney chromophobe | KICH |
| Kidney renal clear cell carcinoma | KIRC |
| Kidney renal papillary cell carcinoma | KIRP |
| Liver hepatocellular carcinoma | LIHC |
| Lung adenocarcinoma | LUAD |
| Lung squamous cell carcinoma | LUSC |
| Pancreatic adenocarcinoma | PAAD |
| Prostate adenocarcinoma | PRAD |
| Pheochromocytoma and Paraganglioma | PCPG |
| Rectum adenocarcinoma | READ |
| Sarcoma | SARC |
| Skin cutaneous melanoma | SKCM |
| Thyroid carcinoma | THCA |
| Thymoma | THYM |
| Stomach adenocarcinoma | STAD |
| Uterine corpus endometrial carcinoma | UCEC |

**Table S2** Correlation of clinicopathological parameters and NXN expression in TCGA cohort

| Characteristics | Low NXN (n = 103) | High NXN (n = 261) | *P* value |
| --- | --- | --- | --- |
| Age (year) | 64 (56, 70) | 59 (51, 68) | 0.057 |
| Gender (male/female) | 67/36 (65/36) | 179/82 (68.6/31.4) | 0.516 |
| BMI (>25/≤25) | 44/51 (46.3/53.7) | 112/124 (47.5/52.4) | 0.851 |
| ALB (≤35/>35) (g/L) | 56/30 (65.1/34.9) | 139/65 (68.1/31.9) | 0.617 |
| TBIL (>17.1/≤17.1) (μmol/L) | 6/82 (6.8/93.2) | 18/193 (8.5/91.5) | 0.619 |
| AFP (>400/≤400) (ng/ml) | 23/56 (29.1/70.9) | 39/157 (19.9/80.1) | 0.098 |
| Vascular invasion (yes/no) | 39/49 (44.3/55.7) | 67/156 (30.0/70.0) | 0.017* |
| Histologic grade (G1-2/ G3-4) | 40/63 (38.8/61.2) | 90/171 (34.5/65.5) | 0.435 |
| [Cirrhosis](javascript:void(0);) (yes/no) | 33/70 (32/68) | 102/159 (39.1/60.9) | 0.210 |
| TNM stage (III-IV/ I-II) | 25/74 (25.3/74.7) | 61/180 (25.3/74.7) | 0.991 |

BMI, body mass index; ALB, albumin; TBIL, total bilirubin; AFP, alpha-fetoprotein; TNM stage, tumor-node-metastasis stage; * *P* < 0.05.

**Table S3** Univariate and multivariate Cox regression analyses for overall survival in TCGA cohort

| Characteristics | Univariate analysis | | | | Multivariate analysis | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | HR | 95% CI | *P* value | HR | | 95% CI | *P* value |
| NXN (low/high) | 1.489 | 1.023-2.167 | 0.038* | 1.576 | | 1.067-2.329 | 0.022* |
| Age (year) (≤60/>60) | 1.188 | 0.836-1.688 | 0.336 |  | |  |  |
| Gender (male/female) | 0.861 | 0.603-1.231 | 0.412 |  | |  |  |
| BMI (>25/≤25) | 0.838 | 0.577-1.216 | 0.352 |  | |  |  |
| ALB (g/L) (≤35/>35) | 1.698 | 0.997-2.893 | 0.051 |  | |  |  |
| TBIL (μmol/L) (>17.1/≤17.1) | 1.063 | 0.463-2.439 | 0.886 |  | |  |  |
| AFP (ng/ml) (>400/≤400) | 1.112 | 0.681-1.814 | 0.672 |  | |  |  |
| Vascular invasion (yes/no) | 1.351 | 0.892-2.047 | 0.155 |  | |  |  |
| Histologic grade (G3-4/G1-2) | 1.075 | 0.752-1.537 | 0.690 |  | |  |  |
| [Cirrhosis](javascript:void(0);) (yes/no) | 0.535 | 0.361-0.792 | 0.002* | 0.660 | | 0.435-1.000 | 0.050 |
| TNM stage (III-IV/I-II) | 2.608 | 1.797-3.785 | <0.001* | 2.426 | | 1.663-3.541 | <0.001* |

HR, hazard ratio; CI, confidence interval; BMI, body mass index; ALB, albumin; TBIL, total bilirubin; AFP, alpha-fetoprotein; TNM stage, tumor-node-metastasis stage; * *P* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

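The data were 6 RNA sequencing libraries of Hep3B cells, 3 with a control shRNA and 3 with an shRNA against NXN, taken on days 7, 9 and 11. The authors deposited an estimated count for each gene and library and, in a second table, an FPKM value (fragments scaled to transcript length and library size) for the same features. The aligner, the counting program, their settings, the genome build and the annotation are not stated in the paper's text or in the labels. The features carry Ensembl identifiers or identifiers of assembled loci, and the deposited estimated counts have 2 decimals. Estimated counts arise when reads that match several transcripts are shared out among them, so counts of paralogs and overlapping genes are uncertain, and each FPKM value also depends on the transcript lengths used. There were 0 columns without a sample. The libraries were assigned to groups and days from their labels, and the pairing comes from the replicate numbers, which follow the days.

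The counts summed to between 15349382 and 16332589 per library. Of the 20314 Ensembl identifiers, 19433 had a symbol in the name table used, and 3981 of the 23406 features had 0 counts in every library. No 2 replicates of a group differed by less than the sampling noise: the chi-square per gene between them ran from 21.5 to 84.

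The counts were rounded and tested with edgeR 4.0.16 (R 4.3.3), with TMM normalization, filterByExpr and the quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. Gene lists of 7 pathways were written from general knowledge before the data were examined, 6 of them shown in Fig. 4E and the proteasome. They are not KEGG's own lists. Over-representation was tested by a one-sided Fisher's exact test with the tested genes as background. The alternatives set at the same time were DESeq2 1.42.0 with its size factors, median-of-ratios factors (RLE) in edgeR, library size only, no filter beyond 1 count in total, at least 10 counts in every library, the replicate block, a 2-fold criterion, an unadjusted p, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), and each library left out in turn. For the lists they were also 10000 random lists matched on mean expression, or on mean expression and length, limma's camera, genes taken by symbol prefix, and lists without shared members. For the prefix set a number or letter had to follow the prefix and the gene had to be protein-coding, which gave 231 tested genes. Without these added conditions, 243 genes gave an odds ratio of 1.90 (one-sided Fisher's exact test, p = 0.0188) in place of 2.01.

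Transcript GC content and length were those of the longest GENCODE 29 transcript, which need not be the transcript expressed. They were known for 90.5% of the tested features and for 100% of the ubiquitin list members tested. The GC correction fitted a natural spline with 5 degrees of freedom to each library's log2 deviations and entered it as an offset. It removes any difference between the groups that follows GC content, whatever its origin. This correction and the random lists matched on GC content were chosen after seeing the data.

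The genes named are those the paper names, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM and the same direction on each day, and the 5 ubiquitin list members with the smallest p. This rule was set before the data were examined. CAPZA2 and ACTR6 fall outside it and were chosen after their values were seen.

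The count test was tested on simulated data with 200 of 14071 genes changed. It recovered 78% of the changed genes and 96.1% of those changed by 2 on the log2 scale, with 8 false calls. The simulated spread followed the trend with expression of the GC-corrected fit, without further differences between genes and without a day effect. Genes of low mean expression were not among those changed. These shares therefore do not describe the power in the real libraries, which may be lower. With the GC trends of the real libraries added to the simulation, the uncorrected test called 2172 genes in which no change had been simulated and the corrected test 6. These trends include the difference in GC slope between the groups, so this checks the correction and does not show where the slopes come from, and the 2172 exceed the 477 calls in the real libraries. Scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Experiments other than this expression profiling were not analysed here.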

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

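The tests of GC content and library size in this part were chosen only after the results were seen.

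The 26 features called higher in shNXN cells are not discussed by the paper. Their median transcript GC content was 58.0%, against 48.4% for tested genes. The fold changes of all genes rose with GC content (Spearman's rho 0.79), and 93.4% of calls were lower with library-size scaling only, against 94.5%. With GC correction 5 features were called, of which 1 was higher, the unnamed ENSG00000260342, and with the replicate block and GC correction 155 were called, of which 89 were higher. Among these 155 were 6 of the 25 higher features with a GC value and the 1 without, so most of the 89 were not among the 26. Of the 25 higher features with a GC value, the correction moved the median log2 fold change from 0.84 to 0.47. Among these, 11 changed by at least 1 on the log2 scale before the correction and 10 after it. OAS1 went from 2.17 to 2.16, for instance, and its adjusted p from edgeR from 0.0473 to 0.0869. The smaller rises may follow a GC trend. OAS1 and ENSG00000260342 (3.51 to 3.47) have a GC content near the median of tested genes, where the correction is small, so for them it tests little, and the loss of a call near the threshold is no evidence of its cause. Reads shared with other copies of a sequence were not tested, and a response to the loss of NXN that follows GC content cannot be told apart from a GC trend.

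The difference between shNXN and shControl cells changed sign between days for 6 genes the paper names. On days 7, 9 and 11 the log2 differences were 0.24, -0.22 and 0.38 for FN1, 0.11, -0.18 and -0.02 for CDH1, 0.14, 0.55 and -0.28 for VIM, -0.14, -0.36 and 1.55 for TRIM50, -0.34, -1.22 and 0.11 for KLHL12, and 0.07, -0.07 and 0.09 for MYD88. Each day has 1 library per group, so the differences between days were not tested. Over the days together, none of the 6 genes had an adjusted p under 0.05 from edgeR with or without the replicate block. FN1 did with the block and GC correction (0.0448). KLHL12 did without shNXN replicate 3, the day 11 library (log2 fold change -0.77, adjusted p = 0.0486 from edgeR). TRIM50 had between 18 and 141 counts per library. No biological explanation was tested.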

How the results depend on the processing

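The replicate block and the other alternatives were set before the data were examined, except those that involve GC content and those that join the block with random lists, which were chosen after seeing the data. The cause of a change was not tested unless it is named below.

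The number of differentially expressed features was 477. It was 3311 with DESeq2, 826 with RLE factors, 929 with library size only, 818 without the filter, 3272 with the replicate block, 4625 at an unadjusted p under 0.05, 287 with limma on log2(FPKM + 1) and 66 with limma on log2(FPKM + 0.1). It was 5 with GC correction or with GC and length correction, and 155 (89 higher, 66 lower) with the replicate block and GC correction. With GC correction, 2409 features, those 5 included, had an unadjusted p under 0.05. It ran from 0 to 3706 across the 6 fits that each left out 1 library. All 477 were among the 3272, and 54 of them were among the 155. With limma on the FPKM values the median log2 fold change of all genes was 0.13 and 0.16, against 0.03 for counts.

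NXN kept its direction in all 17 alternatives, and its adjusted p was under 0.05 in 13 of them. In the fits that left out 1 library its log2 fold change ran from -1.90 to -1.67, and the adjusted p was above 0.05 in 4 of the 6. In those fits the adjusted p ran from 0.00131 to 0.225.

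The odds ratio of the ubiquitin list was 1.87 (Fisher's exact test, p = 0.0773). Of the alternatives set beforehand, 17 gave a value, and 9 of these 17 gave p under 0.05. They were DESeq2 (2.09), RLE factors (2.26), library size only (2.43), no filter (3.17), at least 10 counts in every library (1.99), the replicate block (1.80), unadjusted p (2.15), genes by symbol prefix (2.01) and 1 of the fits that left out a library. The other 8 did not. The fits that left out a library ran from 2.28 to 2.62 where a value could be given. Of these 6 fits, 4 called no gene, gave no value and are not counted among the 17. With the block, lists matched on mean expression gave 1.54, on expression and length 1.44, and on GC content 1.38, all with p under 0.05, and on GC content and expression 1.11 (permutation p = 0.272 from the random lists). The value was 0 with limma on log2(FPKM + 0.1) and, without the block, with GC correction and with GC and length correction, where no list member was called, and these settings call too few genes to show depletion. With the replicate block and GC correction it was 2.13, with 3 members called (Fisher's exact test, p = 0.176). The p values over the alternatives ran from 7.83e-08 to 1.

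The cell cycle list had an odds ratio of 1.53. It passed with DESeq2 (1.74), no filter (2.23), the replicate block (1.70) and unadjusted p (1.86), and with the block and lists matched on mean expression (1.41), expression and length (1.50) or GC content (1.43). It was below 1 with limma on log2(FPKM + 1) (0.83), with the replicate block and GC correction (0.77), and at 0 with limma on log2(FPKM + 0.1) and with GC correction or GC and length correction without the block. Leaving out 1 library gave 0.98 to 1.96 where a value could be given, and the fit without shNXN replicate 3 (1.96, Fisher's exact test, p = 0.000341) also passed. The called ubiquitin list members were mostly lower in every alternative that called any.

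The sign of 7 named genes changed. CDH1 (-0.03) was 0.01 without the filter and 0.18 with limma on either FPKM scale, and -0.05 to 0.10 with 1 library left out. CDH2 (-0.28) was 0.01 with the replicate block and GC correction and -0.60 to 0.05 with 1 library left out. VIM (-0.04) was 0.13 with the block, 0.45 with limma on either scale, 0.00 with GC correction, 0.23 with both, and -0.63 to 0.97 with 1 library left out. TRIM50 (-0.03) was 0.01 with DESeq2 or RLE factors, 0.04 without the filter, 0.25 with the block, 0.17 and 0.33 with limma, and -0.45 to 0.39 with 1 library left out. MYD88 (0.03) was -0.21 with GC correction, -0.20 with the block or length added, and -0.02 to 0.12 with 1 library left out. PSMD14 (-0.50) was 0.17 with limma on either scale, 1.15 with GC correction, 1.22 with the block added and 1.14 with length added. It passed as lower with the block alone (adjusted p = 0.0339 from edgeR), with DESeq2 (0.0498) and without shNXN replicate 3 (0.0202), and as higher with the block and GC correction (adjusted p = 0.0386 from edgeR). UBA6 (-2.63, a called gene) was 0.14 with limma on either scale. FLII (0.55, adjusted p = 0.0704 from edgeR) passed with the block (0.0245), with DESeq2 (0.0151) and without shNXN replicate 3 (0.0268). FBXL14 (0.47, adjusted p = 0.107 from edgeR) passed with DESeq2 (0.0171). KLHL12 (-0.45, adjusted p = 0.29 from edgeR) passed without shNXN replicate 3 (0.0486). SPSB3 (0.48, adjusted p = 0.284 from edgeR) passed in no alternative. Over the 29 named genes other than NXN, 485 values were computed, of which 314 kept direction and side of the threshold, 125 no longer passed, 10 newly passed and 36 changed sign.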

Differences from the paper's values

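For NXN mRNA in Hep3B cells relative to control, the value was 0.28, against the paper's value of about 0.05 by quantitative real-time PCR in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed the gap.

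The RichFactor of ubiquitin-mediated proteolysis was 0.059, against the paper's about 0.17 in Fig. 4E, read by eye. With RLE factors (0.119), library size only (0.141) or no filter (0.119) it came within 1.5 times of the paper's value, and with the other alternatives it did not. For cell cycle it was 0.048 against the paper's about 0.18 in Fig. 4E, and none of the alternatives set before the data were examined closed the gap. DESeq2 (0.331), the replicate block (0.323), unadjusted p (0.452) and the fit without shNXN replicate 3 (0.387) exceeded the paper's value. The others fell short of it. For p53 signaling it was 0.043 against the paper's about 0.14 in Fig. 4E, with RLE factors and library size only closing the gap and the others not. For the Fanconi anemia pathway it was 0.075 against the paper's about 0.17 in Fig. 4E, with RLE factors, library size only and no filter closing it and the others not. For GPI-anchor biosynthesis it was 0.12 against the paper's about 0.23 in Fig. 4E. There the gap closed with DESeq2, RLE factors, library size only, no filter, at least 10 counts in every library, the replicate block, limma on log2(FPKM + 1), unadjusted p and the fit without shNXN replicate 3, and with no other. For mucin type O-glycan biosynthesis it was 0.138 against the paper's about 0.24 in Fig. 4E, with RLE factors, library size only, no filter, the replicate block and the fit without shNXN replicate 3 closing it and the others not. The lists used here are not KEGG's own.

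The paper states that ubiquitin-mediated proteolysis was significantly enriched. Here its odds ratio was 1.87 (one-sided Fisher's exact test, p = 0.0773). It had p under 0.05 with DESeq2, RLE factors, library size only, no filter, at least 10 counts in every library, the replicate block, unadjusted p, genes taken by symbol prefix and the fit without shNXN replicate 3, and also, in settings chosen after seeing the values, with the replicate block and random lists matched on mean expression, on expression and length, or on GC content. The legend of Fig. 4E states that the pathway was activated by lower NXN. Here 7 of the 8 differentially expressed members were lower in shNXN cells, and the median log2 fold change of all tested members was -0.27, or -0.05 with GC correction, a setting chosen after seeing the values.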

Other observations

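The tests of fold change against GC content and length, of library size, of the genes with most counts, of the GC slopes, of the marker lists and of the implied lengths were chosen only after the results were seen.

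More genes were called lower than higher in shNXN cells, 451 against 26. Across genes the log2 fold change rose with transcript GC content (Spearman's rho 0.79). With the GC trend of each library removed the number of calls fell to 5, with NXN first by p, and with the replicate block as well it was 155, of which 89 were higher and 66 lower. The fall to 5 is partly an effect of the threshold, because none of the 31 lower calls without a GC value, whose fold changes the correction left in place, passed either. The adjusted p of all 477 calls lay between 0.0133 and 0.0499 before correction. For the 420 lower calls with a GC value the median log2 fold change went from -1.60 to -0.54, which is consistent with a GC trend behind a large part of their size. Transcript length showed a weaker relation (rho -0.26) and cannot be ruled out. Library totals overlapped between the groups and 93.4% of calls were lower with library-size scaling, so library size does not account for the split. The 10 highest genes took at most 5.93% of the counts in a library, with overlapping shares between the groups. The slope of log2 expression per 10% GC was -0.28, -0.18 and -0.47 in the shControl libraries of days 7, 9 and 11, and 0.39, 0.50 and 0.03 in the shNXN libraries. The slopes did not overlap between the groups (two-sided exact permutation test, p = 0.1, the smallest possible). Day 11 of shNXN was nearest the controls, but the day 11 control also had the lowest slope. Within days 7, 9 and 11, Spearman's rho of the log2 difference with GC content across genes was 0.74, 0.68 and 0.73. Whether the slopes come from library preparation, the loss of NXN or another difference between the groups cannot be told from 3 libraries per group. The labels name no preparation batch.

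The 8 called members of the ubiquitin list exceeded the mean of random lists, but not past the threshold: 5.9 with GC content matched (permutation p = 0.227), 4.7 with expression and length (p = 0.0953) and 4.4 with mean expression (p = 0.077). The cell cycle list had 6 against 4.7 with GC content matched (permutation p = 0.327). With the replicate block, which gave more calls, the ubiquitin list exceeded permutation lists matched on GC content (p = 0.0267) and on expression and length (p = 0.0286), and so did the cell cycle list (p = 0.0233 and 0.0224). With GC content and mean expression matched together, p was 0.272 for the ubiquitin list and 0.186 for the cell cycle list. In the fit with the block and GC correction, the odds ratio was 2.13 for the ubiquitin list (3 members called, Fisher's exact test, p = 0.176) and 0.77 for the cell cycle list (1 member called, p = 0.731). Whether GC content accounts for the enrichment with the block is therefore not settled by these tests.

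Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-day pairs. For the number of called genes, the enrichment of the ubiquitin list, the enrichment of the cell cycle list and the distance of the ubiquitin list's median from 0, 1 of the 4 splits, the real one, gave a result as large. The same held for the number of calls and the ubiquitin list with the replicate block. With 4 splits the share cannot fall under 0.05, so chance cannot be ruled out. The other 3 of these 4 splits called 0 genes, with the block or without it, so their enrichment could not come out as large. The results on enrichment therefore only restate the number of calls. Without the block, those 3 splits had 17 to 216 genes at an unadjusted p under 0.05. The other 6 splits part 1 pair each and called 0 genes at an adjusted p under 0.05, while their genes with an unadjusted p under 0.05 numbered from 79 to 1772.

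The paper reports that NXN did not affect the mRNA of Snail, ZEB1 and Fibronectin by quantitative real-time PCR (Fig. 4D). In these Hep3B libraries SNAI1 had a log2 fold change of 0.56 (standard error 0.26, adjusted p = 0.179 from edgeR, 0.145 with the replicate block). It was higher in shNXN cells on each day, by 1.01, 0.27 and 0.38. ZEB1 had -1.31 (standard error 0.60, adjusted p = 0.172, and 0.0246 with the block). After GC correction these were 0.22 and -0.24. FN1 had 0.14 (standard error 0.14, adjusted p = 0.502, and 0.473 with the block). It had 0.80 with GC correction (adjusted p = 0.0882 from edgeR) and 0.79 with the block and GC correction (adjusted p = 0.0448 from edgeR), where it passed as higher. CDH1 had -0.03, CDH2 -0.28 and VIM -0.04, with adjusted p of 0.87, 0.55 and 0.97 from edgeR, and 0.846, 0.181 and 0.562 with the block. USP17L2, which encodes DUB3, had 0 counts in every library, so its mRNA was not detectable at this depth, and it belongs to a family of near-identical copies. USP29 had at most 2 counts. USP1 had -1.39 (standard error 0.28, adjusted p = 0.0492, and 0.0156 with the block), and -0.54 after GC correction (adjusted p = 0.348).

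A shift of transcripts towards a mesenchymal program was tested with lists of marker genes. The median log2 fold change of 15 mesenchymal markers was 0.16, at percentile 50.2 of random lists matched on GC content and mean expression. No shift was detected, but only 15 of the 25 listed markers were tested. The middle 95% of such lists ran from -0.12 to 0.34, so a small shift cannot be excluded. The median of 20 epithelial markers was -0.04, at percentile 3.9. This lies within the middle 95% of such lists but in the lowest 5%, so the test does not settle it.

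Counts and FPKM did not always give the same direction. Among 394 genes called from counts with at least 10 counts and an FPKM of at least 1 in every library, 40 had the opposite sign on the FPKM scale. The transcript length implied by the ratio of count to FPKM fell by a log2 difference of more than 1 in shNXN cells for 282 of 11479 genes and rose by more than 1 for 30. For UBA6 it was 3791, 1186 and 2928 bases in the shControl libraries and 226, 206 and 677 in the shNXN libraries. The change in implied length was related to GC content across genes (Spearman's rho 0.33), too weakly to settle whether GC content is its source. A change in the mix of transcripts was not tested, as the tables give no transcript-level values.

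Of 1119 tested assembled loci, 28 were called and all 28 were lower, against 423 lower and 26 higher among the called Ensembl genes. The direction did not differ (two-sided Fisher's exact test, p = 0.389), which does not separate a GC trend from other causes, since these loci have no GC value here.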
